# Single‐oocyte transcriptome analysis reveals aging‐associated effects influenced by life stage and calorie restriction

**DOI:** 10.1111/acel.13428

**Published:** 2021-07-10

**Authors:** Tappei Mishina, Namine Tabata, Tetsutaro Hayashi, Mika Yoshimura, Mana Umeda, Masashi Mori, Yayoi Ikawa, Hiroshi Hamada, Itoshi Nikaido, Tomoya S. Kitajima

**Keywords:** aging, chromosome segregation, cohesin, oocyte, transcriptome

## Abstract

Chromosome segregation errors in oocytes lead to the production of aneuploid eggs, which are the leading cause of pregnancy loss and of several congenital diseases such as Down syndrome. The frequency of chromosome segregation errors in oocytes increases with maternal age, especially at a late stage of reproductive life. How aging at various life stages affects oocytes differently remains poorly understood. In this study, we describe aging‐associated changes in the transcriptome profile of mouse oocytes throughout reproductive life. Our single‐oocyte comprehensive RNA sequencing using RamDA‐seq revealed that oocytes undergo transcriptome changes at a late reproductive stage, whereas their surrounding cumulus cells exhibit transcriptome changes at an earlier stage. Calorie restriction, a paradigm that reportedly prevents aging‐associated egg aneuploidy, promotes a transcriptome shift in oocytes with the up‐regulation of genes involved in chromosome segregation. This shift is accompanied by the improved maintenance of chromosomal cohesin, the loss of which is a hallmark of oocyte aging and causes chromosome segregation errors. These findings have implications for understanding how oocytes undergo aging‐associated functional decline throughout their reproductive life in a context‐dependent manner.

## 1 INTRODUCTION

Fertility in human females declines with age. Until menopause, which marks the end of the reproductive life by ceasing the ovulation cycle, the rates of infertility and pregnancy loss increase with age. One of the major contributors to these increases is egg aneuploidy. Aneuploidy is found in ~35% of spontaneous abortions, and most of the aneuploidies are derived from eggs (Nagaoka et al., 2012). In fertility clinics, 30%–70% of human eggs are found to be aneuploid, and the rate of aneuploidy increases with age (Fragouli et al., 2011; Gabriel et al., 2011; Geraedts et al., 2011). Aneuploid eggs are produced by chromosome segregation errors during meiosis in oocytes. How maternal aging leads to elevated rates of chromosome segregation errors in oocytes remains incompletely understood (Chiang et al., 2012; Herbert et al., 2015; Jones & Lane, 2013; Mihajlović & FitzHarris, 2018; Nagaoka et al., 2012; Webster & Schuh, 2017).

Aging impacts the transcriptome landscape of cells, and the effects depend on the type of cells. In ovarian follicles, oocytes communicate with their surrounding cumulus cells through gap junctions, which have critical roles in oocyte development and function (Kidder & Mhawi, 2002; Su et al., 2009). Although previous studies have described aging‐associated changes in the transcriptome of oocytes, whether those changes are coordinated with their surrounding cumulus cells remains unknown. Previous studies used microarray approaches, which identified differential patterns of gene expression between the oocytes of young and old mice (Hamatani et al., 2004; Pan et al., 2008). Recently, single‐oocyte RNA sequencing described transcriptome differences between mouse oocytes at 8 months old and at 1 month old (Zhang et al., 2019). However, chronological changes in the transcriptome landscape of single oocytes up to a late reproductive stage, at which aging‐associated chromosome segregation errors are pronouncedly increased (e.g., 7–25% at ~15 months old in BDF1 mice (Pan et al., 2008; Chiang et al., 2010; Sakakibara et al., 2015)), remain unknown.

Reproduction can be affected by nutrition and by metabolic state. Calorie restriction (CR), which retards aging‐associated functional declines in many experimental models (Benayoun et al., 2015; Guarente, 2008; Zhang et al., 2020), prevents aging‐associated increases in egg aneuploidy in mouse oocytes (Selesniemi et al., 2011). CR prevents aging‐associated increases in spindle abnormalities in oocytes (Selesniemi et al., 2011), which may partly explain the CR‐dependent prevention of aneuploidy. However, the vast majority of chromosome segregation errors in oocytes of naturally aged mice are preceded by precocious chromosome separation (Sakakibara et al., 2015). This defect is at least partly due to the aging‐associated, irreversible reduction of chromosomal cohesin, a protein complex that mediates chromosome cohesion (Burkhardt et al., 2016; Chiang et al., 2010; Lister et al., 2010). Thus, the CR‐dependent prevention of egg aneuploidy may be mediated by the suppression of aging‐associated reduction of chromosomal cohesin. Whether dietary conditions influence the aging‐associated reduction of chromosomal cohesin in oocytes, and if so, whether the influences are associated with transcriptome changes in oocytes and their surrounding cumulus cells, remains unknown.

In this study, we characterized the transcriptome datasets of single oocytes and their surrounding cumulus cells at different life stages up to a late reproductive stage in mice. The results show that oocytes exhibit dramatic changes in their transcriptome profiles at a late reproductive stage, whereas their surrounding cumulus cells undergo changes at an earlier stage. CR promoted a transcriptomic shift in oocytes, with the up‐regulation of genes involved in chromosome segregation. At the protein level, CR attenuated the aging‐associated reduction of chromosomal cohesin. Thus, aging‐associated effects on oocytes depend on life stages and can be modified by dietary conditions.

## 2 RESULTS

### 2.1 Transcriptome profiling of single oocytes and their surrounding cumulus cells from mice at different life stages

To investigate aging‐associated changes in the transcriptomic landscape of single oocytes and their surrounding cumulus cells, we obtained oocyte–cumulus complexes of fully grown follicles from young (2 months), from middle (9 months), and from old (14 months) BDF1 mice after hyperovulation (Figure 1a). In this strain of mice, aging‐associated chromosome segregation errors are observed around 15 months old (Chiang et al., 2010; Pan et al., 2008; Sakakibara et al., 2015). Consistently, our whole‐mount immunostaining followed by 3D confocal imaging of oocytes showed that chromosome abnormalities at metaphase II (including premature separation of chromatids and abnormal numbers of kinetochores) increased during aging, gradually from 2 to 9 months and pronouncedly from 9 to 14 months (Figure S1a and S1b). Thus, the old mice analyzed in this study are suitable for exploring transcriptome changes associated with age‐related errors. Individual oocyte–cumulus complexes were separated into an oocyte and a pool of its surrounding cumulus cells, which were subjected to RamDA‐seq, a technique for full‐length total RNA sequencing (Hayashi et al., 2018) (Figure 1a). 

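RamDA-seq copies total RNA, with or without a poly(A) tail, along the whole length of each transcript, and its reads carry no molecular identifiers, so the errors given here cover counting error and the spread between libraries but not duplicated reads. The authors trimmed the reads, mapped them to the GRCm38 genome with Hisat2 and counted them on GENCODE vM15 genes with featureCounts, multi-mapped reads included. They deposited an expected count for each of 41092 genes in each library, and the RPKM values they calculated from counts. Of the nonzero counts, 36.8% were not whole numbers, because a read that maps to several genes was shared between them. The first set of samples held 16 oocytes of young mice, 14 of middle mice and 16 of old mice after 1 complex was left out. Total counts ranged from 559305 to 2843602 (median 2209914) per young oocyte, from 1903858 to 2624876 (median 2332126) per middle oocyte and from 1192652 to 2650919 (median 2293312) per old oocyte. The cumulus cells of 15 young complexes gave 986123 to 1412244 counts (median 1201007), those of 15 middle complexes 848243 to 1269680 (median 1091806) and those of 16 old complexes 1051482 to 1540270 (median 1288956). The labels assign the young libraries to the mice Young1 (4 oocytes) and Young2 (12 oocytes), and the middle libraries to Middle1 to Middle4. They join the first and the second old mouse under 1 label, Old1_2 (11 oocytes), beside Old3 (5 oocytes), so 2 labels stand for the 3 old mice. Counts were rounded to whole numbers, normalized by the TMM method of edgeR and tested between groups with edgeR's quasi-likelihood test, over genes with a count in at least 5 libraries of the groups compared. DEGs were genes with a Benjamini-Hochberg adjusted p under 5%. Libraries, not mice, were the units of these tests, as in the paper, and each test was repeated with each mouse label left out.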

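The authors deposited 1 complex more from the young, middle and old mice than the paper counts, and the paper's text does not name the complex that was removed. Among all complexes of these mice, 1 had an oocyte library whose expression correlated more strongly with cumulus cells than with oocytes, and it was left out here. It came from the mouse Middle3. In this library, 10 cumulus cell marker genes summed to 132% of their level in the median cumulus library, and 13 oocyte marker genes to 1.03% of their level in the median oocyte library. Together with the CR libraries, 73 oocyte and 71 cumulus libraries were analysed.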

After sample filtration, the high‐quality transcriptomes of 46 single oocytes and their surrounding cumulus cells, which were collected from 2 young, 4 middle, and 3 old mice, were retained for subsequent analyses. Using the datasets of young, middle, and old mice, we performed *t*‐distributed stochastic neighbor embedding (*t*‐SNE) dimensionality analysis. 

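Separation of the 92 oocyte and cumulus libraries was measured on the first 10 principal components of log10(RPKM + 1), over genes detected in at least 5 libraries. The silhouette width, which nears 1 where a library lies closer to its own cell type than to the other, was 0.786 on average for the oocytes (n = 46) and 0.762 for the cumulus cells (n = 46), and 0.774 ± 0.0788 (SD) for all 92. Both k-means and average linkage clustering into a pair of groups placed 92 of 92 libraries with their cell type. In a t-SNE map drawn with a perplexity of 15, the nearest neighbour of 92 of 92 libraries was of the same cell type. With the removed complex included, 93 of 94 libraries were placed with their cell type and the mean silhouette of the oocytes fell to 0.744, or 0.741 with a pseudocount of 0.1 as well.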

We detected two distinct cell clusters corresponding to oocytes and cumulus cells (Figure 1b, S2a and S2b), which indicated the robustness of our cell isolation technique. Moreover, oocytes collected from old mice exhibited normal expression levels of *Stella*, *Oct3*/*4*, and *Nyfa*, marker genes for fully grown oocytes (Zuccotti et al., 2008) (Figure S2c), which confirmed that oocytes and cumulus cells were collected from follicles at the same developmental stage.

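The files list these genes as Dppa3 (Stella, ENSMUSG00000046323, chromosome 6 of GRCm38 from 122626410 to 122630272), Pou5f1 (Oct3/4, ENSMUSG00000024406, chromosome 17 from 35506018 to 35510772) and Nfya (ENSMUSG00000023994, chromosome 17 from 48386885 to 48409906). Dppa3 was at 152 ± 53.3 CPM (counts scaled to TMM-normalized library sizes; SD, n = 16) in young oocytes and 136 ± 65.1 (n = 16) in old oocytes, a log2 fold change of -0.15 (standard error 0.19, adjusted p = 0.629 from edgeR). Pou5f1 was at 62.1 ± 9.32 and 52.6 ± 14.0 CPM, with a log2 fold change of -0.24 (standard error 0.12, adjusted p = 0.182). Nfya was at 629 ± 134 and 506 ± 127 CPM, with a log2 fold change of -0.31 (standard error 0.13, adjusted p = 0.121). None of the 3 genes passed the 5% threshold, over all genes or adjusted over the list alone, and 2 of them, Pou5f1 and Nfya, had an unadjusted p under 0.05. Leaving out mice moved these values. Without Old1_2, the log2 fold change was 0.02 for Dppa3, 0.00 for Pou5f1 and -0.02 for Nfya. Without Old3, Pou5f1 at -0.36 and Nfya at -0.47 passed the threshold, and without Young2 Dppa3 was at 0.23. Under DESeq2 the adjusted p of Nfya was 0.0471, and over all alternatives it ranged from 0.0276 to 0.889. Of the nonzero counts of Dppa3 and Pou5f1, 87.3% and 75.3% were not whole numbers, so part of their reads was shared with other genes.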

**FIGURE 1:**
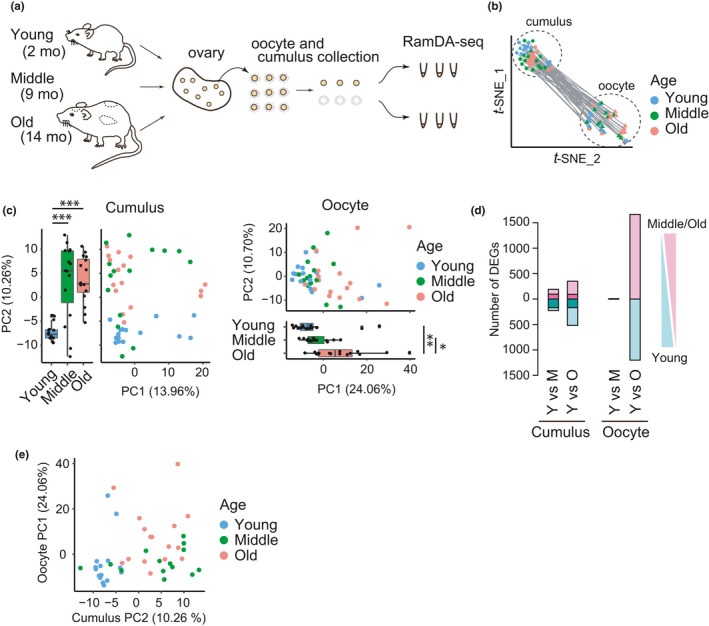
Transcriptome profiling of single oocytes and their surrounding cumulus cells from mice at different life stages. (a) Design overview of RNA sequencing with RamDA‐seq for single oocytes and their surrounding cumulus cells from mice at different ages. (b) *t*‐SNE plot showing the distribution of single oocytes and their surrounding cumulus cells. Circles and triangles represent cumulus cells and oocytes, respectively. The pairs of oocytes and their surrounding cumulus cells are connected with a line. (c) PCA plot using all the expressed genes showing an aging‐associated distribution. (left) cumulus cells and (right) oocytes. Pairwise t test with holm correction was performed (Cumulus: Y vs M, *p *= 1.1e‐5; Y vs O, *p *= 6.2e‐6; M vs O, *p *= 0.84; Oocyte: Y vs M, *p *= 0.755; Y vs O, *p *= 0.0049; M vs O, *p *= 0.0107). (d) Histogram showing the number of up‐regulated or down‐regulated DEGs between young and middle or old groups in cumulus cells (left) and oocytes (right). (e) The profile of oocytes is not predictable from that of cumulus cells. Plot showing the relationship between eigen values of aging‐associated PC axes from oocytes and that from their corresponding cumulus cells

### 2.2 Oocytes undergo aging‐associated transcriptome changes with increased heterogeneity at a late stage of reproductive life

We then separately analyzed datasets from oocytes and from their surrounding cumulus cells using principal component analysis (PCA) (Figure 1c). PCA of cumulus cells detected significant changes from young to middle mice along the PC2 axis, while no significant difference was detected from middle to old mice (Figure 1c, Cumulus). In contrast, PCA of oocytes detected no significant changes from young to middle mice along the PC1 axis that showed a significant difference from middle to old mice (Figure 1c, Oocyte). These results suggest that aging‐associated global changes in the transcriptome occur during relatively early life stages in cumulus cells, while oocytes largely maintain their transcriptome until they undergo global changes at a later life stage. 

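In cumulus cells, PC2 held 6.53% of the variance of log10(RPKM + 1) and PC1 8.84%. PC2 scores averaged -7.30 ± 1.85 (SD, n = 15) in young mice, 3.48 ± 8.13 (n = 15) in middle mice and 3.58 ± 4.88 (n = 16) in old mice. A two-sided permutation test of libraries with 100000 resamples and Holm correction gave p = 0.00012 between young and middle mice, p = 3e-05 between young and old mice, the smallest these resamples can give after the correction, and p = 0.965 between middle and old mice. With 1 mean score per mouse label the exact permutation p were 0.267, 0.333 and 0.867. For 2 young labels against 2 old labels 0.333 is the smallest p that the design allows. Without Young2 the p between young and middle mice rose to 0.0992 and without Middle2 to 0.0583, and without Middle1 the p between middle and old mice fell to 0.0241.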

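Oocyte PC1 held 25.3% of the variance. Its scores averaged -4.69 ± 11.05 (SD, n = 16) in young mice, -3.49 ± 5.55 (n = 14) in middle mice and 7.75 ± 12.8 (n = 16) in old mice. The two-sided permutation test with Holm correction gave p = 0.723 between young and middle mice, p = 0.0119 between young and old mice and p = 0.00861 between middle and old mice. The shift came from 1 of the 2 labels of old mice. PC1 averaged 12.3 ± 12.8 over the 11 oocytes of Old1_2 and -2.28 ± 4.22 over the 5 oocytes of Old3, and without Old1_2 both comparisons with old mice had p = 1. Without Young1 the p between young and old mice was 0.0638. Exact permutation tests of mean scores per mouse label gave 0.4, 0.333 and 0.2 for the comparisons in the same order. With the removed complex included, the p between middle and old mice rose to 0.746. PC1 followed the share of mitochondrial RNA in the library (Pearson r = 0.912, permutation p = 1e-05, the smallest they can give), and whether this share has a technical or a biological source was not tested.

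**Figure D1:**
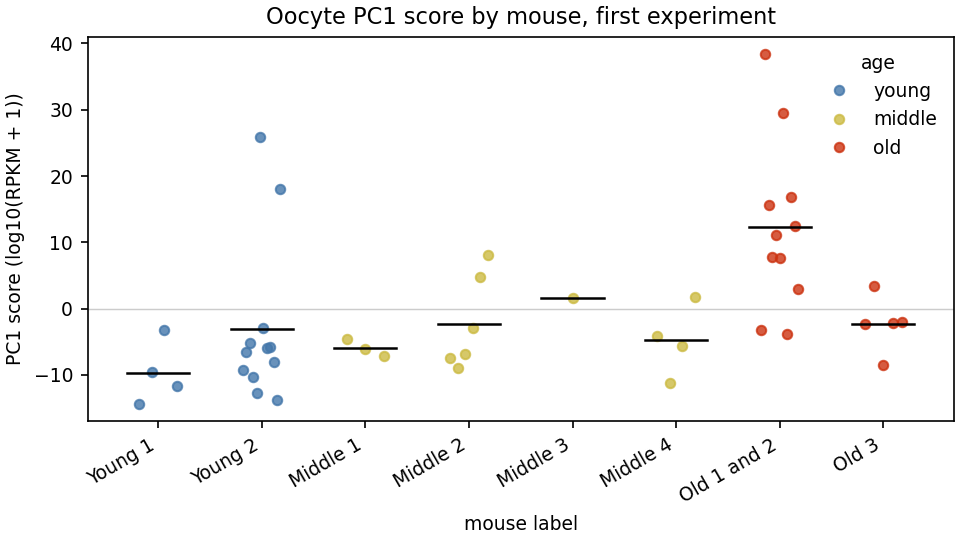
PC1 score of each oocyte (points) by mouse label and the mean of each label (black lines), with labels coloured by age. The oocytes of Old 1 and 2 average 12.3 and those of Old 3 average -2.28, beside -4.69 over all young oocytes.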

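The share of the variance of log10(RPKM + 1), over all genes, that lay between a pair of age groups was compared with the shares from 100000 permutations of libraries. In cumulus cells it was 5.73% between young and middle mice (p = 0.00036), 6.24% between young and old mice (p = 0.00019) and 3.46% between middle and old mice (p = 0.292). In oocytes it was 3.54% between young and middle mice (p = 0.355), 9.30% between young and old mice (p = 0.00249) and 7.84% between middle and old mice (p = 0.00419). When whole mice were permuted instead, the exact p for young and old mice was 0.333 in both cell types, and 0.467 and 0.2 for the other oocyte comparisons and 0.267 and 0.933 for the other cumulus comparisons. Whole mice allow 6 permutations between young and old mice and 15 for the other pairs, too few for p under 0.05. From the positions of the groups along these axes, the paper proposes that the transcriptome of cumulus cells changes early in life and that of oocytes later.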

Consistent with this idea, we detected a substantial number of differentially expressed genes (DEGs) in cumulus cells between young and middle mice (Middle down‐regulated: n = 225; up‐regulated: n = 190), as well as between young and old mice (Aged down‐regulated: n = 520; up‐regulated: n = 350) (Figure 1d, Cumulus; Figure S3a). In contrast, the number of DEGs in oocytes was small between young and middle mice (Middle down‐regulated: n = 3; Middle up‐regulated: n = 10), but it dramatically increased between young and old mice (Aged down‐regulated: n = 1,201; up‐regulated: n = 1,663) (Figure 1d, Oocyte; Figure S3b). 

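Between young and middle mice, 331 of 22660 genes were DEGs in cumulus cells, 148 higher and 183 lower in middle mice. Between young and old mice, 914 of 23091 genes were DEGs, 408 higher and 506 lower in old mice, and between middle and old mice 10 of 23077 genes, 9 higher and 1 lower. The number for young and middle mice moved with mice left out, to 10 without Young2, 34 without Middle2 and 1145 without Middle1, and summing counts per mouse left 0 DEGs (726 at an unadjusted p under 0.05), or 178 when all genes with any count were summed. For young and old mice it fell to 41 without Young2 and 248 without Old1_2. Between young and middle mice, the largest falls among abundant DEGs were in Ccn1 (ENSMUSG00000028195, chromosome 3 from 145646976 to 145649981), Socs3 (ENSMUSG00000053113, chromosome 11 from 117966079 to 117970047) and Junb (ENSMUSG00000052837, chromosome 8 from 84974484 to 84978718). Ccn1 went from 93.3 ± 64.2 CPM (SD, n = 15) to 9.70 ± 11.1 (n = 15), a log2 fold change of -3.26 (standard error 0.43, adjusted p = 2.8e-05 from edgeR). Socs3 changed by -3.04 and Junb by -2.48, and both lost the call without Middle2, at -2.62 and -1.95. The largest rises were in Abcb1b (ENSMUSG00000028970, chromosome 5 from 8798147 to 8866315), at a log2 fold change of 3.74, Sfrp4 (ENSMUSG00000021319, chromosome 13 from 19623104 to 19632994), at 2.37, and Gm38034 (ENSMUSG00000102844, chromosome 3 from 52282241 to 52284309), at 1.61. Without Middle4, Abcb1b was at 1.6 and Sfrp4 at 0.50, and neither was a DEG.
Between young and old mice, Mid1 (ENSMUSG00000035299, chromosome X from 169685199 to 170005736) rose from 3.07 ± 1.22 CPM (SD, n = 15) to 56.1 ± 39.3 (n = 16), a log2 fold change of 4.16 (standard error 0.52, adjusted p = 3.11e-06 from edgeR). Its copy on the Y chromosome, Mid1-ps1 (ENSMUSG00000095134, from 90753057 to 90763485), had at most 2 counts in any young library and was at least 7.77-fold higher in old mice. Of the nonzero counts of Mid1, 92.4% were not whole, so part of its reads was shared with other genes. The mice were female and carry no Y chromosome, so the counts listed at Mid1-ps1 cannot come from that copy. Without Old1_2 the log2 fold change of Mid1 was 0.05, and that of Sfrp4, 2.36 over all mice, was -0.34. Edn1 (ENSMUSG00000021367, chromosome 13 from 42301476 to 42307990) changed by -3.38, Prdm1 (ENSMUSG00000038151, chromosome 10 from 44437177 to 44528501) by -2.56 and Dynap (ENSMUSG00000024512, chromosome 18 from 70240429 to 70244582) by -2.46. Without Young2, Prdm1 at -1.77 and Dynap at -1.56 were no longer DEGs, and without Old1_2 Edn1 was at -5.30 and Dynap at -5.70.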

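Between young and middle mice, 0 of 22958 genes tested in oocytes were DEGs, and 1783 had an unadjusted p under 0.05. Between young and old mice, 1707 of 23100 genes were DEGs, 1016 higher and 691 lower in old mice, and between middle and old mice 0 of 23347, with 4462 at an unadjusted p under 0.05. The number between young and old mice rested on single mouse labels. It was 6 without Young1, 0 without Young2 (3483 at an unadjusted p under 0.05), 0 without Old1_2 (1448) and 4141 without Old3, and without Old3 the number between middle and old mice rose from 0 to 2400. Without Middle2, 30 genes differed between young and middle mice. DESeq2 gave 25 DEGs between young and middle mice, 2808 between young and old mice and 672 between middle and old mice. Between young and old mice, all groups in one fit gave 4809 and counts summed per mouse 0 (2074 at an unadjusted p under 0.05), or 499 when all genes with any count were summed. With the share of cumulus cell marker RNA in each oocyte library as a covariate, 17 genes were DEGs between young and old mice. Of these, 10 were among the 1707 and changed in the same direction. The covariate was chosen after this share was seen to rise from 3.27% to 6.75% of its level in cumulus libraries.
The largest rises among abundant DEGs of old oocytes were in Sfrp4, Cyp11a1 (ENSMUSG00000032323, chromosome 9 from 58006411 to 58027023) and Amh (ENSMUSG00000035262, chromosome 10 from 80805243 to 80807648). Sfrp4 had at most 3 counts in any young oocyte and was at least 10.6-fold higher in old oocytes, at 16.8 ± 46.9 CPM (SD, n = 16). Cyp11a1 rose from 2.13 ± 1.75 CPM (n = 16) to 59.2 ± 103 (n = 16), a log2 fold change of 4.71 (standard error 0.77, adjusted p = 0.00428 from edgeR). Amh rose from 4.38 ± 8.61 to 47.1 ± 110 CPM, a log2 fold change of 3.42 (standard error 0.82, adjusted p = 0.0223). Without Old1_2 the log2 fold change was 0.13 for Cyp11a1 and -0.25 for Amh, and none of the 3 was a DEG. The largest falls were in Megf6 (ENSMUSG00000057751, chromosome 4 from 154170730 to 154275713) at -1.46, Nwd1 (ENSMUSG00000048148, chromosome 8 from 72646711 to 72717876) at -1.42 and AA619741 (ENSMUSG00000104098, chromosome 1 from 34635544 to 34636189) at -1.33. Without Old1_2 these were at -0.84, -0.92 and -0.85 and lost the call, as they also did without Young1 and without Young2.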

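For 45 complexes with both libraries, scores of the oocyte were compared with scores of its cumulus cells on 2 pairs of axes, over all complexes and within each age, 8 relations in all. Oocyte PC1 and cumulus PC2, the axes on which ages differed, had a Pearson r of 0.2502 (permutation p = 0.0959, Benjamini-Hochberg 0.192) and a Spearman rho of 0.382 (p = 0.0097, adjusted 0.0388), and r was 0.274 without the 2 oocytes farthest from the median of PC1. With a pseudocount of 0.1 this rho was 0.279 (p = 0.0638, not adjusted). Within ages this r was 0.297 in young (n = 15), 0.214 in middle (n = 14) and 0.0852 in old mice (n = 16), with adjusted p of 0.456, 0.619 and 0.864, and r in young mice was 0.574 without the 2 farthest oocytes, so no relation within an age passed after adjustment. Oocyte PC2 and cumulus PC1 had an r of 0.400 (p = 0.00701, adjusted 0.0472) and a rho of 0.422 (p = 0.00443, adjusted 0.0354), and r was 0.374 without the 2 farthest oocytes. Within ages this r was 0.507 in young, -0.0498 in middle and 0.638 in old mice, with adjusted p of 0.139, 0.865 and 0.0472. By Spearman, rho was 0.564 in young (p = 0.0309) and 0.553 in old mice (p = 0.0282), both with an adjusted p of 0.0618. Without the 2 farthest oocytes r was 0.217, 0.536 and 0.732 in young, middle and old mice. These tests were two-sided and took complexes as units. Differences between mice shared by both cell types may thus give such relations without coordination within follicles, which was not tested.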

Pairwise analysis of oocytes and their surrounding cumulus cells showed that the PC2 values of oocytes were not correlated with the PC1 values of cumulus cells (Figure 1e), suggesting that aging‐associated transcriptome changes are poorly coordinated between the oocyte and its surrounding cumulus cells in individual follicles. These results were largely reproduced by experiments with a second set of samples, which included oocytes and their cumulus cells from mice at 2, 4, 9, and 14 months old (Figure S3c–e). 

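The second set was prepared and deposited by the authors in the same way and held 42349 genes, with 35.1% of the nonzero counts not whole. Total counts per oocyte ranged from 1719013 to 2433019 (median 2118731) in 24 oocytes at 2 months, from 1238441 to 2409422 (median 2047067) in 39 at 4 months, from 1860244 to 2285198 (median 2117775) in 16 at 9 months and from 1985560 to 2583456 (median 2270752) in 16 at 14 months. Cumulus cells gave 510029 to 1147286 counts (median 854936) in 24 libraries at 2 months, 593001 to 1075625 (median 854688) in 40 at 4 months, 721757 to 981049 (median 856765) in 16 at 9 months and 573705 to 993336 (median 883093) in 16 at 14 months. The labels name 5, 8, 4 and 5 mice at these ages and 2 plates, and the files hold 128 cumulus libraries in all. The analysis was that of the first set.
In cumulus cells, 129 genes were DEGs between 2 and 4 months, 441 between 2 and 9 months and 388 between 2 and 14 months. In oocytes the numbers were 3, 36 and 258, the last with 150 genes higher and 108 lower at 14 months. With the plate as a covariate they were 137, 388 and 413 in cumulus cells and 3, 35 and 186 in oocytes. The oocyte number at 14 months was 84 without the mouse 2mo34, 121 without 14mo40 and 410 without 2mo36, and the cumulus numbers were 3 without 2mo2 at 4 months and 157 without 2mo34 at 9 months. On PCA, PC2 of cumulus cells differed between 2 and 9 months (difference 7.70, Holm-corrected permutation p = 0.00048), with an exact permutation p of 0.0952 over mean scores of 5 and 4 mice. Along PC1 of oocytes no pair of ages had a Holm-corrected permutation p under 0.505, and the difference along PC2 from 2 to 14 months, 2.23, had p = 0.161. The share of variance between 2 and 14 months in oocytes was 3.97% (p = 2e-05), with an exact p of 0.00794 over whole mice. That between 2 and 9 months was 3.23% (p = 0.00228), also with an exact p of 0.00794. In cumulus cells the share between 2 and 9 months was 4.21% (p = 3e-05), with an exact p of 0.0476 over whole mice. The exact p in cumulus cells were 0.107 between 2 and 4 months and 0.0794 between 2 and 14 months. Of the 1596 DEGs of old oocytes in the first set that were tested in both, 1084 changed in the same direction from 2 to 14 months, 67.9% against 53.8% of all genes, and 40 passed the threshold in that direction and 2 in the opposite one. In cumulus cells, 70.4% of the DEGs of old mice (n = 881) and 83.9% of those of middle mice (n = 323) changed in the same direction, against 56.8% and 60.7% of all genes, and 63 and 45 passed the threshold. Genes are not independent replicates, so no p is given for these shares. Between 2 and 14 months the log2 fold change was 0.03 for Dppa3, -0.08 for Pou5f1 and -0.04 for Nfya. From this second set, the paper states that its results were largely obtained again.

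**Figure D2:**
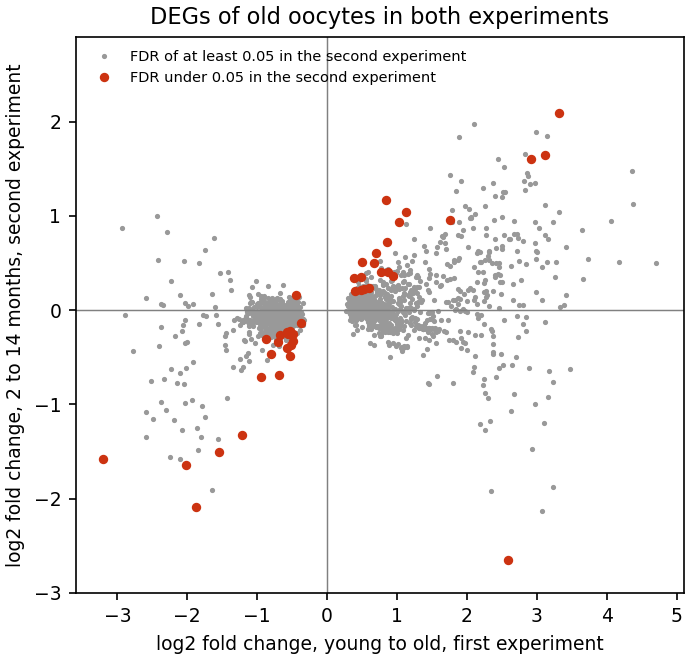
Log2 fold change of each of the 1596 DEGs of old oocytes from young to old mice in the first set of samples (x axis) and from 2 to 14 months in the second set (y axis). The genes past the threshold in both sets are in red, and 1084 of the 1596 have the same direction in both.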

We also examined samples from 2‐month‐old mice without hyperovulation, and found that hyperovulation had a substantial impact on the transcriptome of cumulus cells but not on that of oocytes (Figure S3f). Collectively, these results indicate that oocytes undergo aging‐associated transcriptome changes at a late stage of reproductive life, in an uncoordinated fashion with their surrounding cumulus cells.

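Without hyperovulation, 32 oocytes of 8 mice at 2 months had 1645231 to 2201967 counts (median 1986202) and their cumulus cells 624462 to 1127709 (median 863414). Against the hyperovulated mice of the same age, 3181 genes were DEGs in cumulus cells, 1693 higher and 1488 lower without hyperovulation, and 7 genes in oocytes, 4 higher and 3 lower. With the plate as a covariate the numbers were 3072 and 7. The number in cumulus cells fell to 1516 without the mouse 2mo34, and summing counts per mouse left 230 in cumulus cells and 0 in oocytes (973 at an unadjusted p under 0.05), or 287 and 1 when all genes with any count were summed. The share of variance between these groups was 4.96% in cumulus cells, with p = 1e-05, the smallest that 100000 permutations can give, and an exact p of 0.00699 over whole mice. In oocytes it was 2.00%, with a permutation p of 0.0508 and an exact p of 0.45 over whole mice. In cumulus cells, Fgd5 (ENSMUSG00000034037, chromosome 6 from 91978878 to 92076004) rose from 0.441 ± 1.37 CPM (SD, n = 24) to 21.4 ± 32.95 (n = 32), a log2 fold change of 5.00 (standard error 0.74, adjusted p = 9.44e-07 from edgeR). Chac1 (ENSMUSG00000027313, chromosome 2 from 119351229 to 119354381) changed by 4.22 and Col9a2 (ENSMUSG00000028626, chromosome 4 from 121039385 to 121055322) by 3.52. The largest falls were in Piezo2 (ENSMUSG00000041482, chromosome 18 from 63010213 to 63387183) at -2.78, Angpt4 (ENSMUSG00000027460, chromosome 2 from 151911210 to 151945337) at -2.23 and Txk (ENSMUSG00000054892, chromosome 5 from 72695978 to 72752777) at -2.14. These 6 genes were DEGs in all 13 fits that left out 1 mouse each. In oocytes, the abundant DEGs were Tpx2 (ENSMUSG00000027469, chromosome 2 from 152847964 to 152895321), with a log2 fold change of 0.20, and Prrc2c (ENSMUSG00000040225, chromosome 1 from 162670725 to 162740556), at 0.17 and 0.12 without 2mo34. They passed in 5 and 3 of the 13 fits. The difference between the cell types in the response to hyperovulation was not itself tested.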

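The spread of single libraries about the mean of their age was also compared, as the distance to that mean over all genes in log10(RPKM + 1). In the first set of samples it was 19.7 ± 7.02 (SD, n = 16) in young oocytes, 18.3 ± 3.51 (n = 14) in middle oocytes and 24.0 ± 8.04 (n = 16) in old oocytes. The two-sided permutation test with Holm correction gave p = 0.0291 between middle and old oocytes and 0.247 between young and old oocytes. With the removed complex included, the difference between middle and old oocytes fell from 5.68 to 0.794. In cumulus cells the distance was 27.0 ± 1.59, 29.6 ± 2.24 and 27.1 ± 2.43, with p = 0.00327 between young and middle mice and 0.0131 between middle and old mice. Measured to the mean of each mouse, leaving out mice with 1 library, the differences between cumulus groups were within 0.0823. A library lies closer to the mean of its mouse where that mouse has few libraries. Middle mice had 4, 6 and 4, young mice 3 and 12 and old labels 11 and 5, so these sizes may account for part of this. In the second set, oocytes lay closer together at 14 months, at 14.8 ± 0.421 (n = 16), than at 2 months, at 15.7 ± 0.887 (n = 24), with a Holm-corrected permutation p of 0.00024. The paper concludes from its PCA, DEGs and paired complexes that oocytes change late in reproductive life and without coordination with their cumulus cells.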

### 2.3 Distinct characteristics of aging‐associated genes between oocytes and cumulus cells

Gene ontology (GO) analysis of DEGs revealed distinct characteristics of aging‐associated changes in transcriptomes between oocytes and cumulus cells. Comparison of the datasets of old mice to those of young mice showed that in cumulus cells, genes involved in transcription regulation were predominantly down‐regulated with aging, while genes involved in DNA damage/repair and cell cycle regulation were up‐regulated (Figure 2a). In contrast, in oocytes, genes involved in DNA damage response and *in utero* embryonic development were down‐regulated with aging, while genes related to chromatin regulation, such as nucleosome assembly and epigenetic modification, were markedly up‐regulated (Figure 2b). Moreover, genes involved in cell cycle regulation were aberrantly regulated in the oocytes of old mice, consistent with previous reports (Hamatani et al., 2004; Pan et al., 2008). 

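The gene ontology tool the paper used was not used here. Gene families defined by symbol or listed before the data were examined were tested instead with camera, a set test that compares a family with all other genes, at its preset correlation between genes of 0.01. In old against young cumulus cells, the median log2 fold change was 0.21 over 35 DNA repair genes (31 higher, 6 DEGs, 12 adjusted over the list alone, camera p = 3.65e-08) and 0.24 over 21 centromere protein genes (19 higher, 2 DEGs, 3 adjusted over the list alone, p = 3.55e-05). It was 0.16 over 30 cyclins and cyclin-dependent kinases (22 higher, 3 DEGs, 5 adjusted over the list alone, p = 0.00185) and 0.11 over 32 DNA replication genes (28 higher, 1 DEG, 1 adjusted over the list alone, p = 0.000414). Without Old1_2 the median of the cyclins and kinases fell to 0.09, and without Old3 that of the replication genes to 0.08. The median of all tested genes was 0.04. Cytoplasmic ribosomal protein genes were lower, with a median of -0.15 over 80 genes (77 lower, 10 DEGs, 36 adjusted over the list alone) and -0.25 without Old1_2. Of the 66 tests of families over both cell types and all comparisons, 32 passed a 5% false discovery rate with camera, 25 with fry, a rotation test that estimates the correlation from the libraries, and 8 with camera at an estimated correlation. With counts summed per mouse these numbers were 28, 2 and 0, the last with 9 at an unadjusted p under 0.05. With the gene filter of edgeR's filterByExpr they were 25, 23 and 0 of 60 tests, the last with 12 at an unadjusted p under 0.05. In these cumulus cells the repair, centromere and cyclin families had p of 1.45e-05, 0.00371 and 0.0129 at the estimated correlation, and the replication family 0.0505. In the second set, from 2 to 14 months, the median of the repair genes was 0.15 with 0 DEGs and 7 genes at an unadjusted p under 0.05, and that of the cyclins and kinases was -0.01.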

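All 69 core histone genes tested were higher in old than in young oocytes, with a median log2 fold change of 1.20 against 0.11 for all genes. Of these, 31 were DEGs, and 62 adjusted over the list alone. The median was 1.17 with genes at the floor of 3 counts in 1 group set at their bound. The camera p was 8.44e-22, with 0.087 at an estimated correlation and 0.00557 from fry. Without Old1_2 the median fell to 0.40, and without Young2 it rose to 1.78. Over the histone genes, a median of 94.5% of the nonzero counts were not whole (1.72% to 99.3%), so reads of many of these genes were shared with other genes. Cytoplasmic ribosomal protein genes rose by a median of 0.67 (80 of 82 higher, 27 DEGs, 61 adjusted over the list alone), and by 0.05 without Old1_2. Over the cytoplasmic ribosomal protein genes, a median of 96.6% of the nonzero counts were not whole (0% to 100%), so reads of many of them were shared with other genes. DNA repair genes had a median of -0.19 (24 of 36 lower, 1 DEG, 3 adjusted over the list alone, camera p = 0.00602, fry p = 0.0941), and of -0.01 without Old1_2. Corrected in each library for gene length and GC content, the median of the histones was 1.12. From 2 to 14 months in the second set, histones had a median of -0.14 in oocytes with 0 DEGs and 7 genes at an unadjusted p under 0.05, cytoplasmic ribosomal protein genes of -0.09 and DNA repair genes of -0.01. Genes for development in utero were not listed beforehand and are not reported here.

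**Figure D3:**
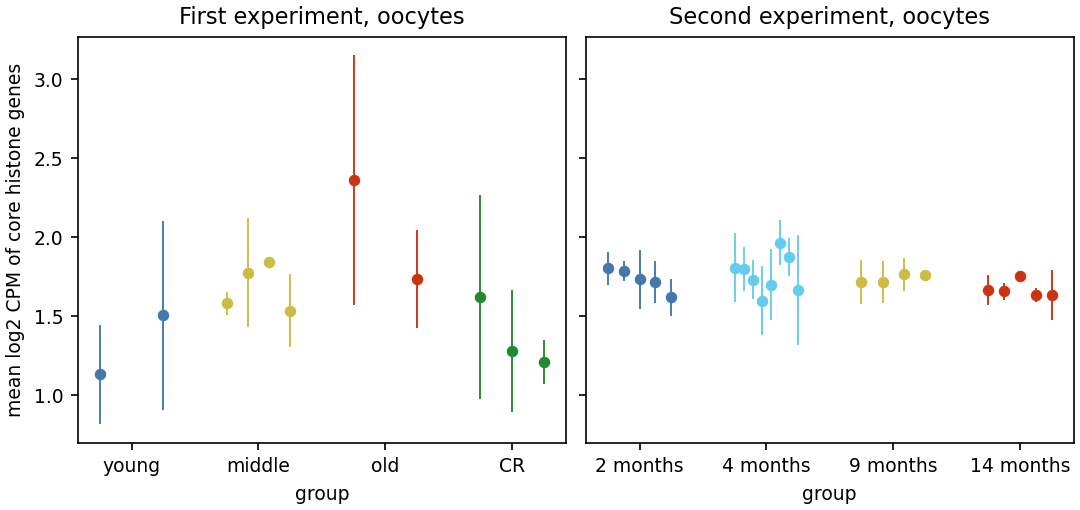
Mean log2 CPM of core histone genes in the oocytes of each mouse label (points, with the SD between oocytes as bars; a label with 1 oocyte has no bar), by group, in the first set of samples (left) and the second (right). The median gene changed by 1.20 from young to old mice in the first set and by -0.14 from 2 to 14 months in the second.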

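Among 31 cyclins and cyclin-dependent kinases tested in oocytes, 1 gene was higher and 1 lower in old mice at the 5% threshold, over all genes and adjusted over the list alone, and 13 had an unadjusted p under 0.05. Their median log2 fold change was 0.10 (20 higher, 11 lower), close to that of all genes, with a camera p of 0.188. DNA replication genes had a median of 0.06, with 2 DEGs in each direction of 32. Centromere protein genes had a median of 0.18 in oocytes, with 15 of 21 higher and 4 DEGs, and 5 adjusted over the list alone (camera p = 0.0226). It was 0.30 without Young2 and 0.09 without Young1.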

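Because 0 genes passed the threshold between young and middle oocytes, the expression of 12 steroid synthesis genes listed before the data were examined was compared as a family. Of these, 11 were higher in middle oocytes, with a median log2 fold change of 0.78, or 0.65 with genes at the floor set at their bound. None was a DEG, 7 had an unadjusted p under 0.05 and 5 passed when adjusted over the list alone. The camera p was 0.000207, fry gave 0.0963 and the estimated correlation 0.129. In old oocytes the median with genes at their bound was 0.80, with 6 DEGs and 8 adjusted over the list alone, and it was 0.13 without Old1_2. These genes are abundant in cumulus cells, and the share of cumulus cell marker RNA in middle oocyte libraries was 4.40% of its level in cumulus libraries. Genes for oxidation and reduction were not listed beforehand and are not reported here.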

DEGs detected in the oocytes of middle mice included genes involved in oxidation–reduction processes and steroid hormone synthesis (Figure S3g).

**FIGURE 2:**
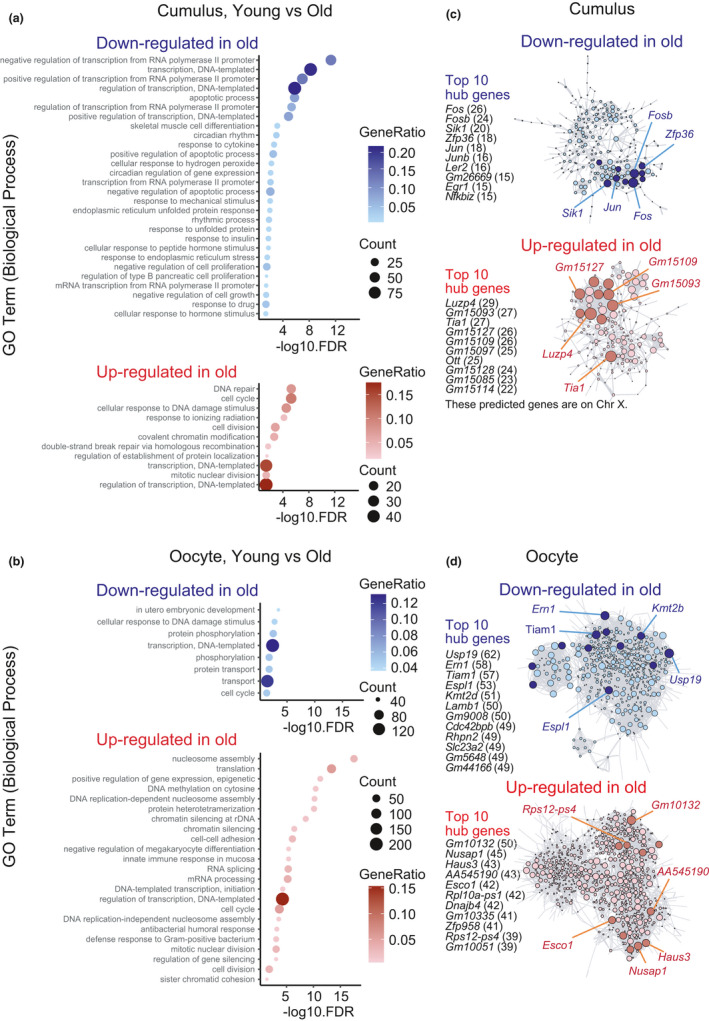
Distinct characteristics of aging‐associated genes between oocytes and cumulus cells. (a) Representative GO terms of down‐regulated (top) and up‐regulated (bottom) enrichment between young and old cumulus cells. (b) Representative GO terms of down‐regulated (top) and up‐regulated (bottom) enrichment between young and old oocytes. (c) Regulatory networks visualizing potential key transcriptional regulators in cumulus cells associated with aging. Down‐regulated and up‐regulated top 10 nodes are colored dark blue and dark red, respectively. (d) Regulatory networks visualizing potential key transcriptional regulators in oocytes associated with aging. Down‐regulated and up‐regulated top 10 nodes were colored in dark blue and dark red, respectively. The threshold used for regulator‐target connection in oocytes was lower than in cumulus cells

To identify regulators of the aging‐associated changes in gene expression, we constructed transcriptional regulatory networks of core transcriptional regulators and their target genes (Huynh‐Thu et al., 2010). That analysis revealed a core hub of aging‐up‐regulated genes, including *Luzp4*, *Gm15093*, *Tia1*, *Gm15127*, and *Gm15109*, and a core hub of aging‐down‐regulated genes, including *Fos*, *Fosb*, *Sik1*, *Zfp36*, and Jun, in cumulus cells (Figure 2c). However, in oocytes, the connections of the network were relatively weak, although lowering the detection thresholds allowed us to identify a potential hub that regulates the expression of genes associated with aging (Figure 2d). Together, our results reveal the regulatory networks of gene expression programs underlying the aging of oocytes and their surrounding cumulus cells.

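The authors' GENIE3 network was rebuilt with random forests of 200 trees over DEGs with an absolute log2 fold change of at least 0.5, at the paper's threshold of 0.030 for cumulus cells. Among 313 genes lower in old cumulus cells, 498 links passed, and the genes with most links were Pim3 (10), Fosb (9), Midn, Topors and Tob1 (8 each). Of the 10 hubs coloured in Figure 2c, 7 were in the network and 3 among the top 10. Fos, Jun and Egr1 were not DEGs here. Among 269 genes higher in old cumulus cells, 621 links passed, led by Luzp4 (14), and 5 of the 10 hubs of Figure 2c were among the top 10. A second seed shared 4 and 7 of the top 10 genes, and networks of TMM-normalized log2 CPM shared 1 and 4, so the ranking depended on chance and on the scale.
Fos (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273) went from 2853 ± 1402 CPM (SD, n = 15) to 1271 ± 795 (n = 16), a log2 fold change of -1.17 (standard error 0.35, adjusted p = 0.0506 from edgeR). Fosb (ENSMUSG00000003545, chromosome 7 from 19302696 to 19310051) changed by -1.23 and passed in 0 of the 4 fits without a mouse. Sik1 (ENSMUSG00000024042, chromosome 17 from 31844250 to 31855804) changed by -1.31 and Zfp36 (ENSMUSG00000044786, chromosome 7 from 28376784 to 28380253) by -1.54, each past the threshold in 2 of 4 fits and not without Young2 or Old1_2, at -1.52 and -1.04 for Sik1 and -1.92 and -1.44 for Zfp36. Jun (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222) changed by -0.82 (adjusted p = 0.0606 from edgeR). The median over the 10 hubs was -1.20, with 7 DEGs and 10 adjusted over the list alone, which is not independent evidence since the paper chose these genes on these libraries. From 2 to 14 months in the second set, the median was -0.11. Tia1 (ENSMUSG00000071337, chromosome 6 from 86404219 to 86433405) rose from 85.0 ± 17.1 to 144 ± 35.7 CPM, a log2 fold change of 0.76 (standard error 0.11, adjusted p = 5.68e-05 from edgeR). Luzp4 (ENSMUSG00000079387, chromosome X from 148857640 to 148924139) was listed at 0 in the 15 young libraries and at 7.24 ± 3.93 CPM in old mice, at least 2.89-fold higher, with a count in 16 of 16. Gm15127 (ENSMUSG00000096834, chromosome X from 148663598 to 148703849) had at most 1 count in a young library and was at least 3.24-fold higher in old mice. Gm15093 (ENSMUSG00000094941, chromosome X from 149272377 to 149305003) and Gm15109 (ENSMUSG00000072929, chromosome X from 148290866 to 148354730) were listed at 0 in young mice and at 2.66 ± 1.46 and 2.80 ± 1.48 CPM in old mice. Without Young2, these 4 genes and Tia1 were not DEGs, at a log2 fold change of 0.97 for Tia1. Over the 9 hubs on chromosome X, a median of 95.8% of the nonzero counts were not whole, so reads were shared between copies and the single genes are uncertain. At 14 months in the second set, Luzp4 was at 4.28 ± 3.14 CPM in 16 of 16 libraries and listed at 0 at 2 months, and 9 of the 10 hubs were DEGs.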

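In oocytes at the paper's lower threshold of 0.015, 2625 links passed among 609 genes lower in old mice and 3319 among 840 genes higher in old mice. At the threshold used for cumulus cells, 112 and 100 of them remained, against 498 and 621 in cumulus cells. Importances are shared over all genes of a network, so numbers above a fixed threshold cannot be compared between networks of different size. The genes with most links were Tbc1d10b (18) among the lower genes and Ttk (31) among the higher genes. A second seed shared 1 and 6 of the top 10 genes, and TMM-normalized log2 CPM shared 1 and 2.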

### 2.4 Pronounced effects of calorie restriction on transcriptome profiles in oocytes

We next analyzed whether transcriptome profiles in oocytes and their surrounding cumulus cells are affected by CR. 

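The CR libraries came from mice at 9 months on 40% restriction, with 27 oocytes and 25 cumulus libraries under the labels CR1, CR2 and CR3. Counts totalled 2752043 to 4536690 (median 3578882) per CR oocyte and 1568223 to 2501005 (median 2019007) per CR cumulus library (medians above those of each group fed ad libitum). The authors' RPKM values of the CR libraries were not calculated from all of the counts they deposited. They matched a random draw of 62.4% of them (62.4% to 62.5% across 52 libraries), whereas 100% of the RPKM values of the other libraries matched their counts. PCA and clustering used the deposited RPKM, and DEGs the deposited counts. The diet and the preparation of these libraries cannot be told apart from the labels, since no plate or date is given that holds both diets. In the first 10 principal components, the silhouette width of CR oocytes against oocytes of mice fed ad libitum was 0.538 ± 0.137 (SD, n = 27), and that of CR cumulus cells was 0.0260 ± 0.0739 (n = 25). The nearest neighbour of a CR library was a CR library for 27 of 27 oocytes and 24 of 25 cumulus libraries, or 22 of 25 in a t-SNE map, a number that was lower when more computing threads were used. A pseudocount of 0.1 in place of 1 gave 26 of 27 and 19 of 25.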

We used an adult‐onset 40% feeding regimen that was reported to prevent aging‐associated oocyte aneuploidy (Selesniemi et al., 2011; Turturro et al., 1999), and obtained oocytes and their surrounding cumulus cells from 9‐month‐old (middle) mice (n = 27 oocytes from 3 mice) (Figure 3a). *t*‐SNE analysis demonstrated that oocytes from CR mice formed a cluster that was distinct from oocytes from ad libitum‐fed (AL) mice at any age, while the cluster of cumulus cells from CR mice was positioned adjacent to that of cumulus cells from AL mice (Figure 3b). While PCA of cumulus cells showed no clear separation between CR‐middle and AL‐middle mice along an axis that appeared to represent aging‐associated effects (Figure 3c, Cumulus, along the PC2 axis), CR tended to shift oocytes in the opposite direction to aging‐associated effects along the PC1 axis (Figure 3c, Oocyte, compare CR‐middle with AL‐middle). Moreover, oocytes showed a substantially greater number of DEGs between CR‐middle and AL‐middle mice (CR down‐regulated: n = 3,488, up‐regulated: n = 3,630), compared to cumulus cells (CR down‐regulated: n = 416, up‐regulated: n = 593; Figure 3d). These results suggest that oocytes have a greater transcriptome response to CR than cumulus cells.

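With the CR libraries included, PC2 of cumulus cells held 4.70% of the variance and averaged -7.87 ± 1.75 (SD, n = 15) in young, 1.27 ± 7.30 (n = 15) in middle, 1.41 ± 4.73 (n = 16) in old and 3.07 ± 5.34 (n = 25) in CR mice. The difference of 1.80 from middle to CR mice had a Holm-corrected permutation p of 0.941, and an exact permutation p of 0.514 over mice. This p depended on the mice and the scale. It was 0.0319 without Middle2, and the difference changed sign without Young2 (p = 0.389), without Middle1 (p = 0.144), without CR2 (p = 1) and with a pseudocount of 0.1 (p = 1). With each gene scaled, and with TMM-normalized log2 CPM, the difference from middle to CR mice passed at 5%. PC1 of oocytes held 21.7% of the variance and averaged -0.460 ± 10.9 (n = 16) in young, 0.402 ± 5.37 (n = 14) in middle, 10.9 ± 11.8 (n = 16) in old and -6.42 ± 5.59 (n = 27) in CR mice. From middle to CR mice it fell by 6.82 (Holm-corrected permutation p = 0.0035), and without CR3 the p rose to 0.488. The exact permutation p over mean scores of 4 and 3 mice was 0.0571. CR oocytes also lay below young oocytes on this axis, by a difference of -5.96 (p = 0.0329). Along PC2 of oocytes, with 8.72% of the variance, the change from middle to CR mice was 10.8 (p = 6e-05, the smallest these resamples can give after Holm correction) and the exact p over mice was 0.0286, the smallest that 4 mice against 3 allow. On this axis the age groups averaged -6.20 ± 2.46, -4.26 ± 3.73 and -1.18 ± 7.12, so that CR oocytes, at 6.58 ± 2.56, lay beyond the old oocytes.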

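In oocytes, 7583 of 25276 genes were DEGs between CR-middle and AL-middle mice, 3986 higher and 3597 lower with CR. In cumulus cells, 887 of 24657 were DEGs, 509 higher and 378 lower. With 1 mouse left out at a time the oocyte number ranged from 5853 to 7603 and the cumulus number from 304 without Middle2 to 1267 without CR3. Counts summed per mouse gave 2151 DEGs in oocytes and 0 in cumulus cells (2043 at an unadjusted p under 0.05), or 2549 and 37 when all genes with any count were summed. With the CR counts drawn down to the depth behind their RPKM, 7375 oocyte genes were DEGs. The largest rises among abundant DEGs of oocytes were in Pax6 (ENSMUSG00000027168, chromosome 2 from 105668900 to 105697364), Trim6 (ENSMUSG00000072244, chromosome 7 from 104218793 to 104235152) and Zfp521 (ENSMUSG00000024420, chromosome 18 from 13687013 to 13972787). Pax6 rose from 0.575 ± 0.587 CPM (SD, n = 14) to 16.2 ± 4.56 (n = 27), a log2 fold change of 4.79 (standard error 0.26, adjusted p = 5.18e-19 from edgeR). Trim6 rose by 3.26 and Zfp521 by 2.34. The largest falls were in Cyp11a1 at -4.16, Star (ENSMUSG00000031574, chromosome 8 from 25806555 to 25815982) at -3.33 and Rbm47 (ENSMUSG00000070780, chromosome 5 from 66016549 to 66173118) at -2.62. Cyp11a1 was at 84.7 ± 224 CPM in AL-middle oocytes, and without Middle4 its log2 fold change was 1.53 and that of Star 0.59. In cumulus cells, Nell1 (ENSMUSG00000055409, chromosome 7 from 49974864 to 50866608) rose by 3.55 and Scara5 (ENSMUSG00000022032, chromosome 14 from 65666403 to 65764826) by 2.86, each in 7 of 7 fits without a mouse. Lrrtm3 (ENSMUSG00000042846, chromosome 10 from 63928472 to 64090277) changed by -2.84, and by -6.01 without CR3. Sfrp4 changed by -2.20, and by -0.30 without Middle4, and 2610307P16Rik (ENSMUSG00000085936, chromosome 13 from 28460034 to 28885620) by -2.12.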

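Among genes above 8 CPM, the median absolute log2 fold change from AL-middle to CR-middle mice was 0.272 in oocytes and 0.153 in cumulus cells, and 51.8% and 5.98% of these genes were DEGs. The biological coefficient of variation was 0.269 in oocytes and 0.368 in cumulus cells, and its part in the numbers of DEGs was not tested. The share of variance between the diets was 13.2% in oocytes (p = 1e-05, the smallest that 100000 permutations can give) and 4.74% in cumulus cells (p = 3e-05), and the exact p over whole mice was 0.0286 in both. The difference between the cell types in the whole response was not itself tested. From the t-SNE clusters, the PCA and the number of DEGs, the paper proposes a greater response of oocytes to CR.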

**FIGURE 3:**
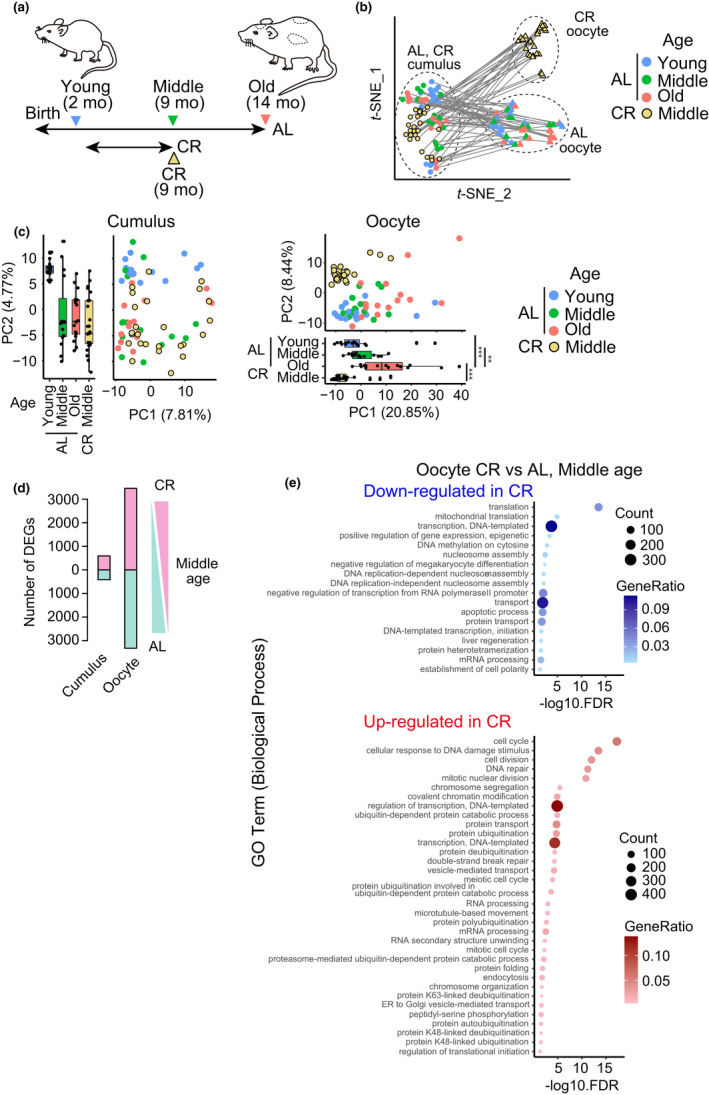
Pronounced effects of CR on transcriptome profiles in oocytes. (a) Design overview of CR. Note that the AL datasets used in this figure are identical to those used in Figure 1. (b) *t*‐SNE plot showing the distribution of single oocytes and their surrounding cumulus cells. Circles and triangles represent cumulus cells and oocytes, respectively. The pairs of oocytes and their surrounding cumulus cells are connected with a line. (c) PCA plot of all expressed genes in cumulus cells (left) and in oocytes (right), respectively. **p < 0.01 and ***p < 0.001 (pairwise t test with holm correction). (d) The number of DEGs between CR and AL in oocytes at middle age. (e) Representative GO terms of down‐regulated (top) and up‐regulated (bottom) enrichment between CR and AL oocytes

The GO analysis revealed that CR preferentially down‐regulated genes involved in translation, mitochondrial translation, and transcription in oocytes (Figure 3e). 

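In CR-middle against AL-middle oocytes, cytoplasmic ribosomal protein genes had a median log2 fold change of -0.35 (69 of 82 lower, 47 DEGs lower and 4 higher, 54 lower adjusted over the list alone; camera p = 1.02e-12, 0.133 at an estimated correlation). Mitochondrial ribosomal protein genes had a median of -0.27 (65 of 82 lower, 42 DEGs lower and 6 higher, 44 lower adjusted over the list alone; camera p = 8.48e-09, 0.0571 at an estimated correlation). Corrected for gene length and GC content these medians were -0.30 and -0.23. Core histone genes had a median of -0.60 (61 of 70 lower, 27 DEGs lower and 1 higher, 39 lower adjusted over the list alone), or -0.54 with genes at the floor set at their bound, and -0.34 after the same correction. In cumulus cells the medians of the 3 families were 0.05, 0.09 and 0.23, and that of the histones was 0.13 without Middle1 and 0.40 without CR3. Transcription as a whole was not listed beforehand and is not reported here.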

Interestingly, GO terms for CR‐up‐regulated genes in oocytes included cell cycle/division, DNA damage/repair, nuclear division, and chromosome segregation (Figure 3e), while their surrounding cumulus cells had up‐regulated genes involved in DNA replication and cell cycle (Figure S4a). 

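DNA repair genes had a median log2 fold change of 0.19 in CR oocytes (25 of 36 higher, 13 DEGs higher and 5 lower, 14 higher adjusted over the list alone; camera p = 0.0289, fry p = 0.00019). After correction for gene length and GC content their median was 0.06 (8 DEGs higher and 7 lower), and in random lists of genes of like length and expression 95% of the medians lay between -0.10 and 0.23. Cyclins and cyclin-dependent kinases went in both directions, with a median of 0.09, 4 DEGs higher and 6 lower, and the median was -0.08 after correction for gene length and GC content and -0.01 without CR2. Centromere protein genes had a median of 0.12 (8 DEGs higher and 3 lower), 0.05 after the correction, 0.07 without Middle4 and 0.18 without Middle2. In cumulus cells, DNA replication genes had a median of 0.27 (29 of 32 higher, 9 DEGs, 16 higher and 1 lower adjusted over the list alone; camera p = 2.46e-13, 0.000583 at an estimated correlation, fry p = 1.15e-06). Cyclins and kinases had a median of 0.04 in cumulus cells, with 4 DEGs higher, and 0.13 without CR3. In oocytes the replication genes had a median of -0.03, with 5 DEGs higher and 7 lower.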

Up‐regulated genes involved in chromosome segregation in oocytes included those encoding proteins regulating kinetochore‐microtubule attachment (Knl1, CENP‐E/H/W/F, Spc25, Mis12, Ndc80, Ska3, Bub1, HJURP, and Meikin), spindle assembly (Kif2c, Kif11, and Nek2), and chromosome cohesion (Stag1/SA1, Sgo1, Rad21, and Esco2). 

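All 19 genes named were higher in CR-middle than in AL-middle oocytes, and 19 were DEGs over all genes and adjusted over the list alone, the latter not independent evidence since the paper chose these genes on these libraries. The log2 fold change ranged from 0.20 in Bub1 to 1.00 in Cenpw, with a median of 0.42 (camera p = 1.12e-13, 0.000245 at an estimated correlation, fry p = 1.47e-14). Cenpw (ENSMUSG00000075266, chromosome 10 from 30194569 to 30200560) rose from 8.09 ± 4.51 CPM (SD, n = 14) to 16.1 ± 4.54 (n = 27), a log2 fold change of 1.00 (standard error 0.18, adjusted p = 1.3e-05 from edgeR). Stag1 (ENSMUSG00000037286, chromosome 9 from 100597798 to 100959375) rose from 30.5 ± 8.06 to 58.7 ± 9.43 CPM, by 0.95 (standard error 0.10, adjusted p = 1.23e-10). Knl1 (ENSMUSG00000027326, chromosome 2 from 119047119 to 119105501) rose from 57.5 ± 11.9 to 95.5 ± 16.5 CPM, by 0.73 (standard error 0.09, adjusted p = 2.25e-08). Rad21 (ENSMUSG00000022314, chromosome 15 from 51962240 to 51991747) rose by 0.40, Sgo1 by 0.54 and Kif11 by 0.42. The 13 genes other than Meikin, Ska3, Esco2, Nek2, Bub1 and Hjurp were DEGs in 7 of 7 fits without a mouse. Those 6 passed in 4, 5, 4, 5, 4 and 3 of them. Without Middle2 Meikin was at 0.23, without Middle4 Ska3 was at 0.17, Bub1 at 0.15 and Esco2 at 0.25, and without CR3 Nek2 was at 0.17 and Hjurp at 0.27. Over the alternatives, Meikin had adjusted p from 0.0293 to 0.418, and Ska3 had the highest, 0.472. The median was 0.26 after correction for gene length and GC content, with 12 genes higher at the threshold. In 10000 random lists of genes of like length and expression, 95% of the medians lay between -0.15 and 0.26. In cumulus cells the median was 0.04. Over 18 of the 19 genes, the change in oocytes exceeded that in cumulus cells by 0.420 on the log2 scale (permutation p = 1e-05, the smallest they can give, and exact p over mice 0.0571). Since the paper chose these genes for their rise in these oocytes, neither comparison is independent evidence.

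**Figure D4:**
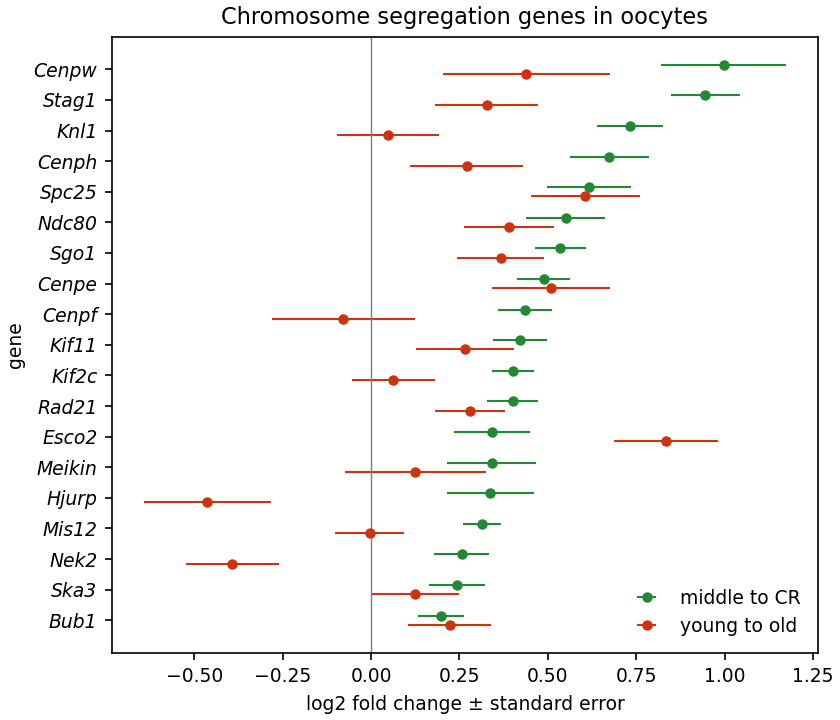
Log2 fold change of the 19 genes in oocytes from AL-middle to CR-middle mice (green) and from young to old mice (red), with standard errors as bars. With CR the values run from 0.20 to 1.00, and with age their median is 0.27, or 0.11 after correction for gene length and GC content.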

Construction of transcriptional regulatory networks suggested core regulators of CR‐associated changes in cumulus cells and oocytes (Figure S4b and S4c). 

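At the thresholds used for aging, 454 links passed among 288 genes lower with CR in cumulus cells, led by Rian (14 links), and 487 among 321 genes higher with CR, led by Irf1, Btg2 and Gtf2a1 (9 each). In oocytes, 2340 links passed among 2230 genes lower with CR, led by Ttyh3 and Zdhhc8 (15 each), and 2463 among 2294 genes higher with CR, led by Bicd2 (14). At the cumulus threshold, 33 and 26 of the oocyte links remained. The figures that show the authors' CR networks were not used here.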

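Of the 19 chromosome segregation genes raised by CR in oocytes, 15 were also higher in old than in young oocytes, with a median log2 fold change of 0.27 against 0.11 for all genes, 2 DEGs, and 6 higher and 2 lower adjusted over the list alone. The median of these genes was 0.11 after correction for gene length and GC content. Rad21 was at 0.28, Stag1 at 0.33 and Knl1 at 0.05 from young to old mice. From 2 to 14 months the median was 0.06. Across 22764 genes, log2 fold changes with CR had a Pearson r of -0.120 with those from young to old mice, and 51.2% of genes changed in opposite directions, or 49.7% of those with a mean of at least 1 CPM. Among the DEGs of old oocytes r was -0.217, and 46.3% (779 of 1684) changed in opposite directions. Against changes from middle to old mice, which share the AL-middle libraries, r was 0.209, where simulated data without any change gave 0.606 on average over 20 draws (0.594 to 0.618). In cumulus cells these r were -0.0939 and 0.533, against 0.596 simulated. The simulation held no change, and changes with CR unrelated to age would also lower r. An r below the simulated value therefore cannot show that CR and age act in opposite directions. Genes are not independent replicates, so no p is given. The paper concludes from its DEGs that CR affects oocytes with raised transcripts of chromosome segregation genes.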

Overall, our analysis demonstrates that CR substantially affects oocytes with transcriptome changes including the elevated transcription of genes involved in chromosome segregation.

### 2.5 Calorie restriction attenuates aging‐associated reduction of chromosomal cohesin

The finding of CR‐dependent up‐regulation of genes involved in chromosome segregation, including chromosome cohesion, prompted us to explore the possibility that CR influences chromosomal cohesin, the loss of which with aging is best described as a molecular hallmark of oocytes undergoing chromosome segregation errors (Chiang et al., 2010; Lister et al., 2010). To sensitively detect chromosomal cohesin, we microinjected antibodies against Rec8, a meiotic cohesin subunit essential for chromosome cohesion, into oocytes, fixed them for immunostaining (Lee et al., 2011), and then analyzed by an automated pipeline for measuring signal intensities on chromosomes (Figure 4a). This objective quantification demonstrated that levels of chromosomal Rec8 in middle oocytes were significantly reduced compared to young oocytes. These observations confirmed the findings of previous studies (Chiang et al., 2011; Lister et al., 2010) and demonstrate that the aging‐associated reduction of chromosomal cohesin is initiated at relatively early life stages. Notably, the levels of chromosomal Rec8 in CR oocytes were significantly higher than those in AL oocytes at middle age (Figure 4a,b). These results show that CR attenuates the aging‐associated reduction of chromosomal cohesin in oocytes.

**FIGURE 4:**
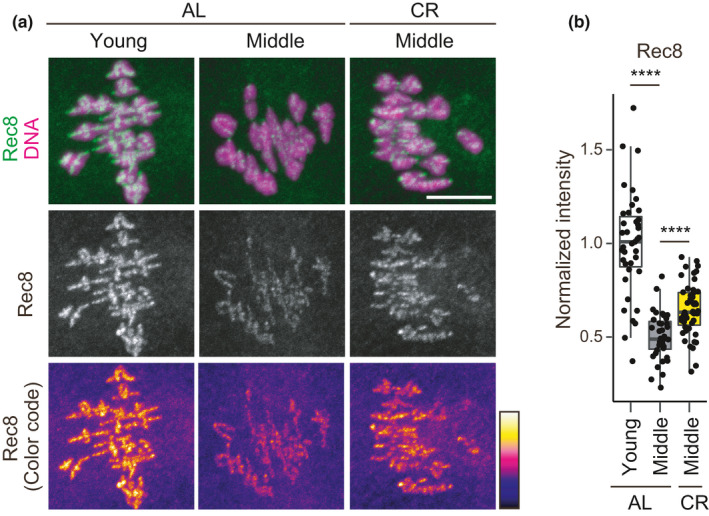
CR attenuates the aging‐associated reduction of chromosomal cohesin. (a) Oocytes were stained for Rec8 (green) and DNA (Hoechst33342, magenta). Z‐projection images are shown. Scale bar, 10 μm. (b) Chromosomal Rec8 signals were quantified. Wilcoxon rank sum test with holm correction was performed (AL‐young v.s. AL‐middle, *p *= 3.5e‐14; AL‐middle v.s. CR‐middle, 2.8e‐16)

## 3 DISCUSSION

The results of this study indicate that aging‐associated effects on ovarian follicles depend on cell type, life stage, and dietary conditions. Whereas cumulus cells undergo aging‐associated transcriptome changes during early stages of reproductive life, oocytes undergo transcriptome changes at later stages of reproductive life. CR impacts the transcriptome of oocytes to a greater extent than that of cumulus cells. CR up‐regulates genes involved in chromosome segregation, which is associated with the improved maintenance of chromosomal cohesin.

Our results indicate that oocytes and their surrounding cumulus cells undergo different aging‐associated changes in transcriptome profiles. The transcriptome profile of oocytes is relatively stable against aging during the early stages of reproductive life, compared to the transcriptome profile of cumulus cells. In the late stages of reproductive life, however, oocytes undergo global changes in the transcriptome. These late‐onset changes appear to be associated with a sharp increase in the rate of aneuploidy in eggs during the late stages of reproductive life, although whether this is a causal relationship is unknown. Our single‐oocyte approach allowed us to perform a pairwise analysis of oocytes and their surrounding cumulus cells, which suggested that the degree of aging of individual oocytes at the transcriptome level is unpredictable from the transcriptome of their surrounding cumulus cells.

Our results demonstrate that CR substantially impacts oocytes. CR elevated the expression of genes involved in chromosome segregation and attenuated aging‐associated reduction of chromosomal cohesin. Whether these effects contribute to the CR‐dependent prevention of egg aneuploidy, reported previously (Selesniemi et al., 2011), remains unknown. Our study did not directly address CR‐dependent prevention of egg aneuploidy, for which readers are referred to (Selesniemi et al., 2011). The connection between nutrition and oocyte quality is observed in several animal models. In *Drosophila*, a proper nutrient state during oogenesis is critical for the establishment of the unique quiescent state of oocytes (Sieber et al., 2016). In mammals, primordial oocytes are retained in a quiescent state that is prolonged with aging, and proteostatic regulation during the primordial stage is critical for the long‐term maintenance of chromosomal cohesin (Burkhardt et al., 2016; Reichmann et al., 2020). Mouse oocytes have a functional insulin signaling cascade (Acevedo et al., 2007), which may be involved in the transcriptional response to CR. Insulin signaling is a key regulator of the function of mitochondria, which are the primary source of reactive oxygen species (ROS) (Guarente, 2008). In *Drosophila*, levels of the ROS scavenger superoxide dismutase (SOD) are critical for the long‐term maintenance of chromosome cohesion in oocytes (Marquardt et al., 2016; Perkins et al., 2016). Thus, the modulation of oxidative stress is a potential mechanism that might be responsible for the CR‐dependent attenuation of aging‐associated reduction of chromosomal cohesin in oocytes. Alternatively, the up‐regulation of genes involved in the maintenance of chromosome cohesion may also be involved in the CR‐dependent effects on chromosomal cohesin.

Overall, this study reveals life stage‐dependent changes in the transcriptome of oocytes and the influence of CR. Further investigation of molecular links from nutrition signals to aging‐associated transcriptome dysregulation and protein deterioration in oocytes will be important for understanding the maintenance of female reproductive lifespan.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Mice

All animal experiments were approved by the Institutional Animal Care and Use Committee at RIKEN Kobe Branch (IACUC). B6D2F1 (C57BL/6 × DBA/2) female mice were used to obtain oocytes. For CR, we used an adult‐onset 40% feeding regimen as previously described (Selesniemi et al., 2011; Turturro et al., 1999). Mice were housed individually and fed once a day with a restricted amount of MFG (Oriental Kobo). CR was initiated in a stepwise manner: 10% CR at 14 weeks (3.5 months), 25% CR at 15 weeks, and 40% CR at 16 weeks (4 months). The 40% CR was continued until 9 months of age. Water was provided AL. Effectiveness of the CR protocol was confirmed by monitoring body weight.

### 4.2 Oocyte collection

Mice were injected for hyperovulation with equine chorionic gonadotropin (eCG, ASKA Pharmaceutical) or CARD HyperOva (KYUDO). Ovaries were collected 48 h after injection and put into M2 medium containing 200 nM 3‐isobutyl‐1‐methyl‐xanthine (IBMX, Sigma) at 37°C. Fully grown follicles were dissected to obtain cumulus–oocyte complexes. From each follicle, an oocyte and a pool of its surrounding cumulus cells were isolated with gentle pipetting. Oocytes at the GV stage and their surrounding cumulus cells were retained for further experiments. After washed in 0.1% PBA in PBS, individual oocytes and their surrounding cumulus cells were manually collected in 10 μl cell lysis buffer [10 U RNasein plus (Promega), 10% RealTime ready Cell Lysis Buffer (Roche), 0.3% NP40 (Thermo Fisher Scientific), and RNase‐free water (TAKARA)] in a 0.2 mL single tube. The collected cell samples were lysed and stored at −80℃ until downstream preparation.

### 4.3 RamDA‐seq

The sample single‐tubes were assembled into a 96‐well plate format by a tube tray and holder (Nalge Nunc). The cell lysates were dissolved at 10°C and were agitated for 2 min at 2,000 rpm using a ThermoMixer C at 4°C. The dissolved cell lysates were denatured at 70°C for 90 s. For oocyte samples, 10 µl genomic DNA digestion mix (0.5× PrimeScript Buffer, 2 U DNase I Amplification Grade, 1 µl 500,000‐fold diluted ERCC RNA Spike‐In Mix I (Thermo Fisher Scientific) in RNase‐free water) was added to 10 µl of each denatured sample, which was then incubated at 30°C for 5 min and held at 4°C. Two µl of the digested products was dispensed into 96‐well PCR plates, and 1 µl reverse transcription with random displacement amplification (RT‐RamDA) mix (2.5× PrimeScript Buffer, 0.6 pmol oligo(dT)18 (Thermo Fisher Scientific), 8 pmol 1st‐NSRs 100 ng T4 gene 32 protein (New England Biolabs), and 3× PrimeScript enzyme mix (TAKARA) in RNase‐free water) were added. The samples were incubated at 25°C for 10 min, at 30°C for 10 min, at 37°C for 30 min, at 50°C for 5 min, and then at 94°C for 5 min. For cumulus cell samples, the denatured cell lysate samples were added to 10 µl genomic DNA digestion mix including 1 µl 100,000‐fold diluted ERCC RNA Spike‐In Mix I and incubated under the same conditions as the oocyte samples. After genomic DNA digestion, 6 µl of the products was dispensed into 96‐well PCR plates and 9 µl RNase‐free water was added to adjust the RNA amount to the oocyte samples, and 1 µl of the diluted products was re‐dispensed into new 96‐well PCR plates. The samples were added to 2 µl component‐adjusting RT‐RamDA mix (4% RealTime ready Cell Lysis Buffer, 0.12% NP40, 1.45× PrimeScript Buffer, 0.16 U DNase I Amplification Grade, 0.6 pmol oligo(dT)18, 8 pmol 1st‐NSRs 100 ng T4 gene 32 protein and 1.5× PrimeScript enzyme mix in RNase‐free water). The samples were incubated under the same conditions as the oocyte samples. After RT‐RamDA, the samples were added to 2 µl second‐strand synthesis mix [2.5× NEB buffer 2 (New England Biolabs), 0.625 mM each dNTP Mixture (TaKaRa), 40 pmol 2nd‐NSRs and 0.75 U Klenow Fragment (3’‐5’ exo‐) (New England Biolabs) in RNase‐free water] and incubated at 16℃ for 60 min, then at 70℃ for 10 min. The second stranded cDNAs were purified using 15 μl AMPure XP beads (Beckman Coulter) and a handmade 96‐well magnetic stand for low volumes. The double‐stranded cDNAs were directly eluted with 3.75 μl 1.33 × diluted Tagment DNA Buffer (Illumina) and mixed well using a vortex mixer and pipetting. Sequencing libraries were generated using the Tn5 tagmentation‐based method with 1/4 volumes of the Nextera XT DNA Library Preparation Kit (Illumina) according to the manufacturer's protocol. Fourteen cycles of PCR were applied for the library DNA. After PCR, sequencing library DNA was purified using 1.2× the volume of AMPure XP beads and eluted into 24 μl TE buffer. RamDA‐seq libraries were quantified and evaluated using a MultiNA DNA‐12000 kit (Shimadzu). The sequencing was performed with Illumina NextSeq 500 High Output v2 (75 cycles; single‐end reads), and 74 individual oocytes and 72 cumulus cell samples were sequenced. Additionally, as a reproducibility experiment, 127 individual oocytes and 127 cumulus cell samples were prepared and sequenced in a same manner.

### 4.4 Sequence data analysis

Hisat2 v2.0.5 (Kim et al., 2015) was used to map the reads to the mouse genome (GRCm38) after trimming adaptor sequences and low‐quality bases using Fastq‐mcf v1.04.807 (Aronesty, 2011). The resulting binary alignment/map (BAM) files were sorted using samtools (Li et al., 2009), and final mapping qualities were assessed using RSeQC v2.6.4 (Wang et al., 2012). The featureCounts v1.5.1 tool of the Subread package (Liao et al., 2013) was used to generate counts of reads multi‐mapped to annotated genes using the GENCODE (vM15) annotation gtf file. We evaluated the quality control metrics to filter out low‐quality samples but our data did not contain a low‐quality sample. We manually removed one pair of samples because following data analysis indicated that the pair did not include oocytes. Using the remaining data derived from 73 individual oocytes and 71 cumulus cell samples, we performed downstream analysis.

Based on the Log_10_ transformed RPKM values of the expression, we visualized *t*‐SNE plots using the Rtsne package in R (Krijthe, 2015). PCA was also conducted using R (R Core Team, 2020).

DEGs (false discovery rate, FDR <0.05) were identified with the edgeR package (Robinson et al., 2009) in R, which normalizes library sizes with the trimmed mean of M values (TMM) method, using the dataset of genes expressed in at least 5 samples. Aging‐ or CR‐associated GO were identified using DAVID v6.8 (GO term Biological Process Direct) (Huang et al., 2008).

To identify potential key transcriptional regulators, we performed regulatory network analysis with a GENIE3 package, a random forest method that computes the links between each gene and all other genes (Huynh‐Thu et al., 2010). We used raw read counts of aging‐ or dietary‐associated DEGs (>0.5 log_2_‐fold coverage, FDR <0.05) as input. Only the transcriptional regulator‐target connected with above thresholds (cumulus: 0.030, oocyte: 0.015) were retained and used for the network analysis. The resulting networks were visualized using CytoScape 3.8 (Shannon et al., 2003).

### 4.5 Immunostaining

Oocytes that underwent nuclear envelope breakdown (NEBD) within 60 min after the induction of meiotic resumption were collected after 14–18hr after NEBD. The oocytes were fixed with a fixation buffer (1.6% paraformaldehyde in 100 mM PIPES (pH7.0), 1 mM MgCl2, 0.1% Triton‐X100) at room temperature for 30 min. After washing 4 times, the oocytes were incubated in PBT (PBS +0.1% Triton‐X100) at 4°C overnight. The oocytes were blocked with 3% BSA‐PBT at room temperature for 1 h and then incubated with human anti‐centromere antibodies (ACA, Antibodies Incorporated, 15–234) at 1:200 in 3% BSA‐PBT at 4°C overnight. The oocytes were washed four times in 3% BSA‐PBT and incubated with secondary antibodies in 3% BSA‐PBT at room temperature for 2 h. The secondary antibody used was Alexa Fluor 488 goat anti‐rabbit IgG (H+L) highly cross‐adsorbed or anti‐human IgG (H+L) cross‐adsorbed (Molecular Probes). DNA was counterstained with 5 µg/ml Hoechst33342 (Invitrogen). For imaging, a customized Zeiss LSM780 confocal microscope equipped with a 40×C‐Apochromat 1.2NA water immersion objective lens (Carl Zeiss) was used. We recorded z‐confocal sections (every 0.5 μm) of 512 × 512 pixel xy images to capture all chromosomes.

For cohesin immunostaining, we used a protocol modified from a previous study (Lee et al., 2011). Fully grown oocytes were incubated in IBMX‐free M2 medium for 5 h at 37°C. Oocytes at metaphase I were microinjected with 4 pl purified Rec8 antibody (0.4 mg/ml) (Ding et al., 2018) and incubated for 8 min at 37°C before fixation.

### 4.6 Image analysis

Fiji (https://fiji.sc/) was used to quantify fluorescent signals. To define regions of interest (ROIs) for Rec8 signals, a threshold value for segmentation was defined by the Otsu algorithm with z‐projected, Gaussian (sigma 2)‐blurred images around chromosomes. The threshold value was used for image segmentation on individual z‐slices. The integrated signal intensities on ROIs of all z‐slices were used to calculate the mean intensity of Rec8 signals on chromosomes. Cytoplasmic mean intensity was measured by manually selecting a representative region. The mean intensity of Rec8 on chromosomes was subtracted with the cytoplasmic intensity. The procedure of image analysis was automated with an in‐house macro in Fiji.

For counting the number of kinetochores, the positions and number of kinetochores were manually determined in 3D‐reconstructed images in Imaris (Bitplane).

## CONFLICT OF INTEREST

The authors confirm that they have no conflict of interest.

## AUTHOR CONTRIBUTIONS

T.M. performed data analysis and interpreted the data. N.T. performed the CR experiments, cohesin quantification, and sample preparation. T.H., M.Y., and M.U. performed RamDA‐seq and data analysis. M.M. and Y.I. performed sample preparation. H.H., I.N., and T.S.K. designed, conceptualized and supervised the project, interpreted the data and wrote the manuscript.

## Supporting information

Fig S1‐S4 Click here for additional data file.

## Data Availability

The RamDA‐seq data of mouse oocytes and cumulus cells were deposited into Gene Expression Omnibus (GEO) repository and are accessible through GEO accession number GSE159281.

How the deposited data were processed for this re-analysis (not part of the article)

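Single oocytes and the cumulus cells of the same complexes were profiled by RamDA-seq in 2 sets of samples. The first held 146 libraries of young, middle, old and calorie-restricted mice and the second 255 libraries of mice at 2, 4, 9 and 14 months and of mice at 2 months without hyperovulation. The authors trimmed the reads with Fastq-mcf, mapped them to GRCm38 with Hisat2 and counted them on GENCODE genes with featureCounts, with reads mapped to several places shared between genes. The deposited expected count values hold 2 decimals at most, and 36.8% of the nonzero values in the first set and 35.1% in the second were not whole. The authors also calculated RPKM values from counts and deposited them. Recalculated from the deposited counts and gene lengths, 100% of the RPKM values of the libraries from mice fed ad libitum and of the second set matched, and 7.46% of those of the CR libraries. The RPKM values of the 52 CR libraries matched a random draw of 62.4% of their counts, with a spread 0.989 times that of a random draw. The first set held 41092 genes in counts and 40629 in RPKM, and the second 42349 genes. Of 43633 gene identifiers, 43512 were found in GENCODE vM21, from which symbols and GRCm38 coordinates were taken, 42544 had a length and 43429 a GC content. No pair of libraries in either set was a duplicate.

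Depth differed between groups, with median totals of 2209914 counts in young and 3578882 in CR oocytes, so genes at or under the floor of 3 counts in each library of a group are given as lower bounds. The design set before the data were examined took the values for plain counts. Since they are not whole, they were rounded before edgeR and DESeq2. Groups, comparisons, gene families, the choice of genes named in the text and the alternatives were also set before the data were examined, except where the text says otherwise. The genes named are those the paper's text or Figure 2c names and, in each comparison of the first set with DEGs and in the comparison of hyperovulation, the 3 largest increases and decreases among DEGs with a mean of at least 8 CPM over the libraries compared. Of these, 1 gene is not reported here.

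Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, estimated dispersions, quasi-likelihood F test) between the libraries of 2 groups at a time, over genes with a count in at least 5 of these libraries, at a false discovery rate of 5%. On data simulated with the means and dispersions of real groups and 200 genes changed, this test recovered 176 genes with 21 false calls at the size of the young and old oocyte groups, 200 with 9 at the size of the groups at 2 and 14 months, 197 with 30 at that of the middle and CR oocyte groups and 187 with 18 at that of the young and old cumulus groups, so more than 5% of the calls were false in 3 of these 4. Alternatives were DESeq2 1.42.0, edgeR's likelihood ratio test, the filter of edgeR's filterByExpr, a fit with all groups of a cell type, counts summed per mouse, all deposited libraries, each mouse label left out in turn and, in the second set, the plate as a covariate. Principal components were calculated with numpy 2.4.6 from log10(RPKM + 1) of genes detected in at least 5 libraries, with a pseudocount of 0.1, a minimum of 1 RPKM, scaled genes and TMM-normalized log2 CPM as alternatives. Scores, silhouette widths on 10 components (scikit-learn 1.9.0), distances to group means and the share of variance between groups were compared by two-sided permutation tests with 100000 resamples, or by exact tests over mice, with Holm correction over the pairs of groups. The t-SNE map was drawn with Rtsne 0.17. Families were core histones (70 genes), cytoplasmic (83) and mitochondrial (83) ribosomal proteins, centromere proteins (21), DNA repair (36), DNA replication (32), cyclins and cyclin-dependent kinases (33), steroid synthesis (12), the paper's 19 chromosome segregation genes, its hub genes lower and higher in old cumulus cells in Figure 2c (10 each) and its 3 oocyte markers. They were tested with camera and fry of limma 3.58.1 and compared with 10000 random lists of genes of like length and expression. Each library was also corrected for the trend of its counts with gene length and GC content, and on data simulated with a length trend the correction lowered the calls at unchanged genes from 5852 to 22. The network was rebuilt with random forests in scikit-learn rather than with GENIE3 itself, and on simulated data the driving gene ranked 1 with 32 of 40 links found. DAVID was not used, and raw reads were not used.

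Cumulus RNA in oocyte libraries was measured with 10 cumulus and 13 oocyte marker genes listed before the test. Genes much higher in cumulus cells were those with a log2 ratio of at least 5 and a mean of at least 10 CPM. Added after seeing the data were edgeR's exact test, the cumulus marker share as a covariate, CR counts drawn down to the depth behind the RPKM values, per-mouse sums over all genes with any count, the correction for length and GC content, a pairwise t test on PCA scores and camera at an estimated correlation. Sums per mouse had been set before, but their genes were fixed to those of the fit to libraries only after both versions were seen. The complex that the paper removed was identified by its expression alone and left out.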

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

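The tests of read depth in the families compared between diets, of gene length in the segregation genes, of gene length and mouse labels in the histones of old oocytes, of oocyte RNA and shared reads in Mid1 and of the removed complex were chosen only after the result was seen.

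Among 92 groups of mouse means in the second set of samples, 5 held 1 mouse far from the others, which is about what chance gives at 1 group in 20. The oocytes of the mouse 2mo34 averaged -1.67 on PC1, against 0.539 for the other mice at 2 months. In cumulus cells, the hub genes higher in old mice averaged 2.11 log2 CPM in 4mo3 against 1.85 in the other mice at 4 months, the core histones 2.74 in 9mo21 against 2.55, and the mitochondrial ribosomal proteins 4.01 in 9mo22 against 3.91. In oocytes, the core histones averaged 1.76 in 14mo39 against 1.65. No technical or biological explanation was tested for these mice. Leaving out 2mo34 mattered to other results, since from 2 to 14 months oocytes then had 84 DEGs in place of 258, and cumulus cells from 2 to 9 months 157 in place of 441.

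In 4 families the change from AL-middle to CR-middle mice differed between oocytes and cumulus cells, tested by permuting complexes between diets, with Benjamini-Hochberg adjustment over 8 tests. The difference, oocyte change less cumulus change in mean log2 CPM, was -0.576 for core histones (adjusted permutation p = 0.000107), -0.367 for cytoplasmic (0.00172) and -0.295 for mitochondrial ribosomal proteins (0.000107). It was 0.420 for 18 of the segregation genes the paper names (8e-05, from 1e-05, the smallest the permutations can give). The means of 3 of 3 CR mice lay beyond those of all 4 AL-middle mice in oocytes for the segregation genes and both ribosomal families, and those of 2 of 3 for the histones. Exact permutation of whole mice (35 splits) gave p = 0.0857, 0.0857, 0.0571 and 0.0571, so with mice as units none passed. The paper chose the segregation genes for their rise in these oocytes, so for them this difference is not independent evidence. For the histones and both ribosomal families, the tables argue against gene length as the whole cause in oocytes. In random genes of the same length and expression, the middle 95% of the medians reached down to -0.355 for the histones, -0.257 for the cytoplasmic and -0.215 for the mitochondrial ribosomal proteins, whereas the families had medians of -0.60, -0.35 and -0.27. For the segregation genes such a comparison decides nothing, since random genes were not chosen for a rise. After correction for length and GC content, 12 of the 19 were still DEGs higher with CR. Genes chosen for a rise in these libraries may keep such calls, so gene length stays open for them. The correction moved the median of the segregation genes from 0.42 to 0.26 and that of the histones to -0.34, so part of the change in both may follow length. Read depth is argued against as the whole cause in these 4 families. With the CR counts drawn down, the difference was 0.427 for the segregation genes (permutation p = 1e-05, the smallest they can give). It was -0.543 for the histones (adjusted permutation p = 2e-05), -0.360 for the cytoplasmic (0.00098) and -0.264 for the mitochondrial ribosomal proteins (0.000107). The cumulus change of the histones went from 0.213 to 0.167. A batch that coincides with the diet cannot be told apart from the diet, because no plate or date is given that holds both diets. An effect of the diet stays open, as untested against such a batch.

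From young to old mice, oocytes and cumulus cells differed by 0.677 in core histones (adjusted permutation p = 0.0118) and by 0.672 in cytoplasmic ribosomal proteins (0.00466). Exact permutation of whole mice gave p = 0.333 for both, the smallest that 6 splits allow. In oocytes, both labels of old mice had higher histone means than both labels of young mice, and for the ribosomal proteins only Old1_2 had. Gene length is argued against for the histones, since the middle 95% of the medians of random genes reached 0.446 at most and the median was 1.20. Differences between mice cannot be told apart from age. The median histone rise was 0.40 without Old1_2, and the rise was absent in the second set, at -0.14. Age remains an open explanation, and so does a difference confined to the mice or the handling behind Old1_2, which these labels cannot separate.

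The paper removed 1 complex that, by its analysis, did not include an oocyte, and does not name it. The oocyte library of the complex left out here held cumulus markers at 132% of the median cumulus library and oocyte markers at 1.03% of the median oocyte library. This is consistent with cumulus cells in the tube of the oocyte. Exchanged labels within the complex are argued against by its cumulus library, which held cumulus markers at 102% and oocyte markers at 0.0327% of those medians. No biological explanation was tested.

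Mid1, which the paper does not discuss, was far higher in cumulus cells of the mice labelled Old1_2, at 6.32 ± 0.318 log2 CPM (SD, n = 11), than in all other cumulus libraries of the first set, at 2.38 ± 0.778 (n = 60), among them those of Old3, at 2.11 ± 0.522 (n = 5). Oocytes express it at 5.38 ± 0.552 in the same mice, so oocyte RNA might be a source, but oocyte markers reached at most 0.222% of their level in oocytes in these cumulus libraries, against 1.70% in others, which argues against it. Of the nonzero counts of Mid1, 92.4% were not whole, so part of its reads was shared with other genes. The copy on the Y chromosome, Mid1-ps1, cannot be the source in these female mice. The rise was present in 11 of 11 cumulus libraries of this label and absent in Old3. Oocytes of Old1_2 did not differ in Mid1, at 5.38 ± 0.552 log2 CPM, against 5.26 ± 0.639 in Old3 and 5.52 ± 0.641 in all other oocytes. This argues against a variant that raises counts in both cell types. A variant of these mice against the reference that shows in cumulus cells only stays open, as does age in some mice only.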

How the results depend on the processing

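Tests with edgeR's exact test, the cumulus marker share as a covariate, the correction for length and GC content, CR counts drawn down, per-mouse sums over all genes with any count, the pairwise t test and camera at an estimated correlation were chosen only after the result was seen. Mice with 1 library were left out of distances to the mouse mean after a first calculation with them. Sums per mouse had been set before, but the genes they cover by default, those of the fit to libraries, were fixed only after sums over these and over all genes with any count were seen. All other alternatives had been set before, and each was run. Per-mouse sums gave no concordance for the DEGs of old oocytes and of middle cumulus cells, since they left 0 DEGs there. No paired analysis was possible because the replicate numbers in the labels name mice of different groups and not pairs.

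The 16 numbers of DEGs moved under many alternatives. DESeq2 gave more in oocytes: 25 between young and middle, 2808 between young and old and 672 between middle and old mice, and in the second set 6, 102 and 399 from 2 to 4, 9 and 14 months and 12 for hyperovulation. It gave 503 between young and middle cumulus cells. The share of DEGs that rose moved by more than 10 points under DESeq2 in oocytes from 2 to 4 months, from 66.7% of 3 to 50% of 6. The likelihood ratio test gave 12 (young and middle), 121 (middle and old), 9 (2 and 4 months) and 72 (2 and 9 months) in oocytes and 520 between young and middle cumulus cells, and the exact test 13, 93, 8 and 67 for the same oocyte comparisons and 4 for hyperovulation. All groups in one fit gave 18, 4809 and 1388 in oocytes of the first set in the order young to middle, young to old and middle to old, 8 from 2 to 4 months and 12 for hyperovulation. In cumulus cells it gave 516 (young and old), 1453 (middle and CR), 77 (2 and 4 months) and 228 (2 and 14 months). The filterByExpr filter, which tests fewer genes, gave 1 for hyperovulation in oocytes and 1 between middle and old cumulus cells.

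Counts summed per mouse, which leave few replicates, gave 0 between young and old oocytes (2074 at an unadjusted p under 0.05), 2151 for CR, 0, 23 and 50 from 2 to 4 (1145 at an unadjusted p under 0.05), 9 and 14 months and 0 for hyperovulation (973). In cumulus cells they gave 0 (726), 81 and 0 (317) from young to middle, young to old and middle to old, 0 for CR (2043), 0 (1698), 2 and 30 in the second set and 230 for hyperovulation. Summed over all genes with any count they gave 93, 499 and 108 in oocytes of the first set, 2549 for CR, 0 (1476) and 60 from 2 to 4 and 9 months and 1 for hyperovulation. In cumulus cells these sums gave 178 (young and middle), 5 (middle and old), 37 (CR), 0 (2094), 87 and 123 in the second set and 287 for hyperovulation. With the cumulus marker share as a covariate, oocytes had 17 DEGs between young and old, 15 between middle and old, 5 from 2 to 4 and 53 from 2 to 14 months. Corrected for length and GC content, 1 gene differed between young and middle oocytes.

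Across the fits that each left out 1 mouse label, DEGs in oocytes ranged from 0 (without Young1, Young2 or Middle4, with 1530 to 1834 at an unadjusted p under 0.05) to 30 (without Middle2) between young and middle mice (6 fits), from 0 (without Young2 or Old1_2, with 3483 and 1448) to 4141 (without Old3) between young and old (4), and from 0 (without Old1_2, Middle1, Middle3 or Middle4, with 1081 to 4696) to 2400 (without Old3) between middle and old (6). They ranged from 0 (without 2mo34 or 2mo35, with 1603 and 1732) to 10 (without 2mo2), from 23 (without 9mo21 or 9mo24) to 47 (without 2mo35) and from 84 (without 2mo34) to 410 (without 2mo36) from 2 to 4, 9 and 14 months (13, 9 and 10 fits), and from 1 (without 2mo34 or 2moNoH11) to 6 for hyperovulation (13). In cumulus cells they ranged from 10 (without Young2) to 1145 (without Middle1) between young and middle mice, from 41 (without Young2) to 686 (without Young1) between young and old, from 0 (without Old1_2, with 1273) to 9 between middle and old, and from 304 (without Middle2) to 1267 (without CR3) for CR. In the second set they ranged from 3 (without 2mo2) to 380 (without 2mo34), from 157 (without 2mo34) to 743 (without 9mo22) and from 210 (without 2mo34) to 445 (without 14mo38), and from 1516 (without 2mo34) to 3664 (without 2moNoH6) for hyperovulation. For CR in oocytes the 7 fits gave 5853 to 7603.

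Holm-corrected permutation p of PCA scores ranged across such fits, for oocyte PC1, from 0.00208 to 1 between young and old, from 0.0617 to 1 between young and middle, where the sign reversed without Young1, and from 0.00033 to 1 between middle and old (8 fits each). With CR they ranged from 0.0001 to 0.488 between middle and CR (11 fits) and, reported besides, from 6e-05 to 1 between young and CR. For cumulus PC2 they ranged from 3e-05 to 0.0992 between young and middle and from 0.0241 to 0.981 between middle and old, where the sign reversed without Middle1, Middle3 and Old3. With CR they ranged from 0.0319 to 1 between middle and CR, reversed without Young2, Middle1 and CR2, and from 0.0185 to 1 between old and CR, reversed without Young2, Old1_2 and CR2. A pseudocount of 0.1 also reversed both, each at p = 1, whereas scaled genes and TMM log2 CPM gave p = 0.00466 and 0.0124 between middle and CR. With mean scores per mouse, exact permutation p were 0.333 and 0.2 for oocyte PC1 (young and old, middle and old), 0.333 and 0.267 for cumulus PC2 (young and old, young and middle) and 0.0571 with CR for oocyte PC1, where 2 against 2 labels cannot give less than 0.333. With all deposited libraries, the p between middle and old oocytes was 0.746.

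The shares of variance, 9.30% and 7.84% in oocytes (young and old, middle and old) and 5.73%, 6.24%, 2.44% and 3.84% in cumulus cells (young and middle, young and old, 2 and 4, 2 and 14 months), did not pass when whole mice were permuted. Among young, middle and old mice they could not, since 15 permutations of whole mice, or 6 between young and old mice, cannot give p under 0.05. With a pseudocount of 0.1 the share for hyperovulation in oocytes, 1.93%, passed at a permutation p of 0.0313. The larger spread of old than middle oocytes no longer passed with a pseudocount of 0.1 (7.29), TMM log2 CPM (21.6) or all deposited libraries (0.794). In cumulus cells the spread from young to middle mice did not pass with TMM log2 CPM (6.79, Holm-corrected permutation p = 0.0673) or with the distance to the mouse mean (0.0823). That from middle to old mice did not pass with TMM log2 CPM (-9.31) or with the distance to the mouse mean (-0.0529). The change from young to old mice reversed with a pseudocount of 0.1 (-0.0313) and TMM log2 CPM (-2.53). That from 2 to 14 months reversed with the distance to the mouse mean (-0.817), which depends on the number of libraries per mouse. The correlation of paired scores was 0.400 for the axes named in the paper's text, oocyte PC2 and cumulus PC1.

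The share of DEGs of old oocytes with the same direction in the second set was 64.7% with DESeq2, and that of old cumulus cells 80.3% with counts summed per mouse. The correlation of changes with CR and from young to old mice was -0.217 over DEGs of young and old mice only and -0.149 after the correction for length and GC content in oocytes, and -0.238 over DEGs and -0.110 over genes with a mean of at least 1 CPM in cumulus cells. Against changes from middle to old mice it was 0.0795 over DEGs and 0.0144 over genes with a mean of at least 1 CPM in oocytes, and 0.309 and 0.457 in cumulus cells. After the correction it was 0.205 in oocytes. DESeq2 called 1 of the 3 oocyte markers, Nfya.

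Of 66 family tests, 8 passed with camera at an estimated correlation in place of 32, and with counts summed per mouse 28 passed with camera and 2 with fry. With filterByExpr, 25 of 60 passed with camera, 23 with fry and 0 at the estimated correlation (12 at an unadjusted p under 0.05). By fry, adjusted p were 0.0954 and 0.31 for cytoplasmic ribosomal proteins and DNA repair in old oocytes, 0.175 and 0.173 for histones and cytoplasmic ribosomal proteins at 14 months, 0.31 for steroid synthesis in middle oocytes and 0.00418 for DNA repair with CR, which then passed. With filterByExpr, DNA repair in old oocytes had an adjusted p of 0.28, and the cyclins with CR in oocytes reversed (0.955). With counts summed per mouse, segregation genes in old oocytes had 0.207, cyclins in old cumulus cells 0.0801, and the hub genes lower in old cumulus cells reversed at 14 months (0.237). Log2 fold changes of single genes reversed without 1 label and ranged, over the fits, from -0.26 to 0.23 for Dppa3, from -0.36 to 0.0016 for Pou5f1 and from -0.25 to 3.93 for Amh in old oocytes, from -0.34 to 2.83 for Sfrp4 in old cumulus cells, and from -4.98 to 1.53 for Cyp11a1 and -4.11 to 0.59 for Star with CR. The reversals came without Old1_2 in old mice (for Dppa3 also without Young2) and without Middle4 with CR. For Dppa3 from 2 to 14 months the range was -0.0365 (without 2mo34) to 0.0768 (without 14mo37), with a reversal without 14mo40 too, and counts summed per mouse gave -0.0125, or -0.020 when summed over all genes with any count.

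For these changes the cause was not tested, except where fewer genes or replicates are named. Among results that answer a comparison, 128 of 206 values without 1 label, 242 of 326 under alternatives set before and 29 of 55 under those added kept their direction and their side of the threshold, or stayed within 1.5 times as counts. Among single genes and other values, 441 of 545, 388 of 451 and 194 of 221 did. Of the others there, 89, 50 and 22 no longer passed and 3, 11 and 4 newly passed. Depth limits genes at the floor of 3 counts, which are given as bounds.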

Differences from the paper's values

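Alternatives were set before the data were examined unless said otherwise, and tests said to be added after were chosen only after the result was seen. Sums per mouse were set before, but which genes they cover was fixed only after both versions given here were seen.

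Between young and middle oocytes the paper gives 10 DEGs higher and 3 lower, against 0 and 0 here (1783 genes at an unadjusted p under 0.05). Among alternatives set before the data were examined, the likelihood ratio test (8 higher and 4 lower) came within 1.5 times of both, DESeq2 of the higher (9) but not the lower (16), and leaving out Middle2 of the lower (3) but not the higher (27). A fit of all groups (18 and 0), filterByExpr (0 and 0), counts summed per mouse (0 and 0), all deposited libraries (0 and 0) and leaving out Middle1 (4 and 0), Middle3 (4 and 1), Young1, Young2 or Middle4 (0 and 0 each, with 1530 to 1834 genes at an unadjusted p under 0.05) did not close the gap. Among those chosen after seeing the values, the exact test gave 9 and 4 and so closed it, and per-mouse sums over all genes with any count (79 and 14) and the cumulus covariate (0 and 0, with 2156) did not.

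Between young and old oocytes the paper gives 1,663 DEGs higher and 1,201 lower, against 1016 and 691 here. DESeq2 (1479 and 1329), the likelihood ratio test (1301 and 990), filterByExpr (1179 and 919) and leaving out Old3 (2433 and 1708) came within 1.5 times of the paper's numbers. All groups in one fit (2899 and 1910), counts summed per mouse (0 and 0, with 2074 genes at an unadjusted p under 0.05), all deposited libraries (1016 and 691) and leaving out Young1 (3 and 3), Young2 or Old1_2 (0 and 0 each, with 3483 and 1448 genes at an unadjusted p under 0.05) did not. Among those chosen after seeing the values, the exact test gave 976 and 810, of which the lower closes the gap, and per-mouse sums over all genes with any count (321 and 178) and the cumulus covariate (5 and 12) did not.

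For PC1 of oocytes the paper's p between young and old mice is 0.0049, against a permutation p of 0.0119. None of the alternatives set before the data were examined closed the gap, with p from 0.00208 without Old3 to 1 without Old1_2, and 0.0118 to 0.333 with all labels. The pairwise t test that the paper's legend names, run only after seeing the values, gave 0.00473 and so closed it.

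The paper's cumulus PC1 holds about 14% of the variance and PC2 about 10% in Fig. 1, read by eye, against 8.84% and 6.53% here. TMM log2 CPM closed the gap for both (13.3% and 7.77%), and scaled genes for PC2 (6.80%) but not PC1 (8.61%). A pseudocount of 0.1 (6.32% and 5.21%), a minimum of 1 RPKM in 5 libraries (9.02% and 6.66%) and all deposited libraries (8.61% and 6.34%) closed neither.

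In the cumulus network of Fig. 2, read by eye, Fosb has about 24 links, Sik1 about 20, Zfp36 about 18, Luzp4 about 29, Gm15093 about 27, Tia1 about 27, Gm15127 about 26 and Gm15109 about 26. Here they had 9, 7, 2, 14, 8, 10, 10 and 7. Of the alternatives set before the data were examined, TMM log2 CPM gave Fosb 12, and another seed gave Sik1 12 and Tia1 17, none of which closed the gap. For the other genes and alternatives, single numbers of links were not compared.

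The paper names Fos and Jun among its hub genes lower in old cumulus cells, and they were not DEGs here, at adjusted p of 0.0506 and 0.0606 from edgeR. Among alternatives set before the data were examined, DESeq2, the likelihood ratio test and filterByExpr called both Fos (adjusted p = 0.0324, 0.0209 and 0.036) and Jun (0.0459, 0.0327 and 0.0414), and counts summed per mouse called Jun (0.0499). The exact test and per-mouse sums over all genes with any count, both chosen after seeing the values, called both as well. The gene with most links among the lower genes was Pim3 with 10 links, whereas Fig. 2 gives Fos the most. With TMM log2 CPM it was Fosb and with another seed Sik1, both with 12. In its text, the paper compares oocyte PC2 with cumulus PC1, and its Fig. 1 draws oocyte PC1 against cumulus PC2. The paper reports no correlation. Here, with complexes and not mice as units, a permutation p of 0.00701 (adjusted 0.0472 over 8 relations) was found for the axes of the text (r = 0.400, n = 45). For the axes of the figure it was 0.0959 (adjusted 0.192), and 0.0097 by Spearman rho of 0.382 (adjusted 0.0388), or 0.0638 with a pseudocount of 0.1 (rho = 0.279, not adjusted). The paper states that its results were largely obtained again in the second set, whereas no pair of ages there differed along oocyte PC1 (Holm-corrected permutation p of at least 0.505). Some other values there went with the paper's statement and some did not. The oocyte share of variance between 2 and 14 months was 3.97% (permutation p = 2e-05, exact p = 0.00794 over whole mice). Oocytes had 258 DEGs between these ages and 36 between 2 and 9 months. However, the paper proposes a late change in oocytes, and their share between 2 and 9 months was 3.23% (permutation p = 0.00228, exact p = 0.00794 over whole mice). Of the first set's DEGs of old oocytes, 67.9% changed in the same direction, against 53.8% of all genes. Of these 1596 DEGs, 40 passed the threshold in that direction and 2 in the opposite one. The paper's heading gives oocytes more heterogeneity late in life. In the second set the distance of oocytes to their group mean was smaller at 14 than at 2 months (difference -0.878, Holm-corrected permutation p = 0.00024). In the first set the rise from young to old mice, 4.27, had p = 0.247, and that from middle to old mice, 5.68, had p = 0.0291. The latter also passed with the distance to the mouse mean (p = 0.0165). It did not pass with a pseudocount of 0.1, TMM log2 CPM or all deposited libraries. The paper counts 127 cumulus libraries in the second set, and the files hold 128. Along PC2 of cumulus cells, the paper's p between young and middle and between young and old mice are smaller than the permutation p of 0.00012 and 3e-05 here, the latter the smallest these permutations can give. Alternatives set before the data were examined gave 3e-05 (without Middle1) to 0.267 and 3e-05 to 0.333. The pairwise t test, chosen after seeing the values, gave p of 7.34e-06 and 6.94e-06 and came within 1.5 times of the paper's.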

Other observations

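The tests of cumulus RNA in oocyte libraries, and of read depth in the DEGs of CR oocytes, were chosen only after the result was seen.

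Other splits of the same libraries into groups of the same sizes were drawn, 40 for each comparison with the real split included. Of the 40, only 1, the real split, gave as many DEGs in 13 of the 16 comparisons. In oocytes between young and middle and between middle and old mice, 40 of 40 did, since the real split gave 0 DEGs (1783 and 4462 at an unadjusted p under 0.05), and from 2 to 4 months 3 of 40. Splits of libraries ignore the mice they came from. When whole mice were split between the groups, 35 splits each, the real split alone (1 of 35) gave as many DEGs for CR in oocytes and in cumulus cells and for 2 and 14 months in oocytes. With CR, another split of mice gave 7074 against 7583 in oocytes and 886 against 887 in cumulus cells. As many or more DEGs came from 2 of 35 splits for 2 and 4 months in oocytes, 3 for 2 and 9 months and 11 for hyperovulation in oocytes, and from 5, 6 and 6 for 2 and 4, 9 and 14 months and 2 for hyperovulation in cumulus cells. Differences between mice may therefore account for DEG numbers of this size in these 7 comparisons. The share of variance still passed over whole mice for hyperovulation in cumulus cells (exact p = 0.00699). It also passed for 2 and 9 months in oocytes (0.00794) and in cumulus cells (0.0476). For the others of these 7 it did not, with exact p from 0.0794 to 0.45. Comparisons among young, middle and old mice allow 15 splits of whole mice at most, or 6 between young and old mice, too few for a share under 0.05, so they were not split this way.

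Log2 fold changes of oocytes followed gene length, with a Spearman rho of -0.165 from young to old mice and 0.190 from AL-middle to CR-middle mice, and GC content more closely, with -0.290 and -0.367. After each library was corrected for length and GC content, 1316 DEGs were left between young and old oocytes, 1067 of them shared with the 1707 before, and 6541 between diets, 5421 of them shared with the 7583 before. The correlation of the changes with CR and with age was -0.149 after the correction. These values argue against trends with gene length and GC content as the whole cause. The part of them that came from library preparation, and the part from a shift in the RNA itself, stay open.

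Oocyte libraries of old mice held more cumulus RNA. The 783 genes much higher in cumulus cells rose by a median log2 fold change of 1.12, with 96.2% higher in old oocytes. No value is given here by mouse label, so whether this rise rests on Old1_2 stays open. The rises of Cyp11a1 and Amh did rest on that label, at 0.13 and -0.25 without it. Of the DEGs higher in old oocytes, 8.76% were such genes, against 3.39% of all genes. Of these 89 DEGs, 45 rose by over 2 standard errors more than the cumulus share would raise them, so whether their rise is from cumulus RNA cannot be told apart from a rise in the oocyte, as the share itself differs with age. The expected rise could be calculated for 760 of the 1016 DEGs higher in old oocytes. Among the 671 of these that were not much higher in cumulus cells, the median rise was 0.75, against 0.043 that the share would give. Of the 671, 94.8% (636) exceeded the expected rise by over 2 standard errors, but choosing DEGs makes this share high in advance. The DEGs lower in old oocytes had a median of -0.73, against a dilution of -0.05. The sizes of these changes argue against cumulus RNA as the direct source of most of both. For the DEGs without an expected rise it was not tested. Among the 6527 genes with a log2 ratio of cumulus to oocyte CPM below 0, 626 were DEGs, 208 higher and 418 lower in old oocytes. A process that raises the cumulus share and changes the oocyte together is a candidate explanation that stays open, since 17 DEGs were left with the share as a covariate (2976 at an unadjusted p under 0.05), 10 of them shared with the 1707. Age stays open as an untested explanation.

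Within old oocytes, the distance to the group mean rose with the log2 cumulus share (Pearson r = 0.629, permutation p = 0.00871, adjusted 0.0196 over 72 relations; Spearman rho = 0.594, p = 0.0172, adjusted 0.0442; r = 0.766 without the 2 farthest oocytes, n = 16). The larger spread of old oocytes may thus reflect cumulus RNA or what goes along with it. In the second set the cumulus share was higher at 14 than at 2 months (1.72% and 1.32%), while the spread was smaller (difference -0.878, Holm-corrected permutation p = 0.00024), and at 14 months the distance did not follow the share (r = -0.00216, p = 0.993, n = 16). Neither is what cumulus RNA as a general source of spread would give, and in the first set it stays open. An effect of age on the spread stays open. Oocyte PC1 followed the share of mitochondrial RNA (r = 0.912, n = 46, permutation p = 1e-05, the smallest they can give, adjusted 7.2e-05; rho = 0.812, p = 1e-05, adjusted 0.000144; r = 0.864 without the 2 farthest). No test here separates a technical from a biological source of this relation, so what shifts along PC1 mean stays open.

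With CR, cumulus RNA is argued against as the source of most of the oocyte DEGs, since 7804 were found with the cumulus share as a covariate, 7435 of them shared with the 7583. The 783 genes much higher in cumulus cells changed by a median log2 fold change of -0.42, with 26.2% higher with CR. For falls in such genes, less cumulus RNA in CR oocyte libraries stays open. Depth is argued against as well, with 7375 DEGs once the CR counts were drawn down to the depth behind their RPKM. A batch that coincides with the diet stays open.

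Over the hub genes of Figure 2c on chromosome X, a median of 95.8% of the nonzero counts were not whole, against 19.4% over all genes, so their reads were shared between paralogs and the number of separate genes behind them is open. Their rise itself was seen in both sets. For the hub genes lower in old cumulus cells, most of them immediate early genes, mean levels of the labels of middle mice ranged over 2.22 log2 units (6.00 to 8.23), against a difference of -1.61 between the means of young and middle mice, and 1 of the 4 middle labels lay within the range of young mice. In old mice 0 of 2 labels did. In the second set the means were 8.02 at 2 months, 7.60 at 9 months, with 3 of 4 mice within or above the range at 2 months, and 8.17 at 14 months. Differences between mice, in handling for example, may account for a change of this size, and age stays open.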
